# IL-23-induced macrophage polarization and its pathological roles in mice with imiquimod-induced psoriasis

**DOI:** 10.1007/s13238-018-0505-z

**Published:** 2018-03-05

**Authors:** Yuzhu Hou, Linnan Zhu, Hongling Tian, Hai-Xi Sun, Ruoyu Wang, Lianfeng Zhang, Yong Zhao

**Keywords:** interferon-gamma, interleukin-17, interleukin-23, imiquimod-induced psoriasis, macrophage polarization

## Abstract

Macrophages acquire distinct phenotypes during tissue stress and inflammatory responses. Macrophages are roughly categorized into two different subsets named inflammatory M1 and anti-inflammatory M2 macrophages. We herein identified a unique pathogenic macrophage subpopulation driven by IL-23 with a distinct gene expression profile including defined types of cytokines. The freshly isolated resting mouse peritoneal macrophages were stimulated with different cytokines *in vitro*, the expression of cytokines and chemokines were detected by microarray, real-time PCR, ELISA and multiple colors flow cytometry. Adoptive transfer of macrophages and imiquimod-induced psoriasis mice were used. In contrast to M1- and M2-polarized macrophages, IL-23-treated macrophages produce large amounts of IL-17A, IL-22 and IFN-γ. Biochemical and molecular studies showed that IL-23 induces IL-17A expression in macrophages through the signal transducer and activator of transcription 3 (STAT3)-retinoid related orphan receptor-γ T (RORγT) pathway. T-bet mediates the IFN-γ production in IL-23-treated macrophages. Importantly, IL-23-treated macrophages significantly promote the dermatitis pathogenesis in a psoriasis-like mouse model. IL-23-treated resting macrophages express a distinctive gene expression prolife compared with M1 and M2 macrophages. The identification of IL-23-induced macrophage polarization may help us to understand the contribution of macrophage subpopulation in Th17-cytokines-related pathogenesis.

**Electronic supplementary material:**

The online version of this article (10.1007/s13238-018-0505-z) contains supplementary material, which is available to authorized users.

## Introduction

Macrophages demonstrate significant plasticity and are able to modify their phenotype and function in response to the surrounding microenvironments (Murray and Wynn, 2011). It is well known that macrophage polarization display tremendous heterogeneity and is involved in tissue remodeling and pathogenesis. Recently, an elegant study evaluated the transcriptome of human macrophages induced by a variety of stimuli and revealed an extraordinary spectrum of macrophage activation states that far extend the current M1 versus M2-polarization model (Xue et al., 2014). Importantly, the diverse macrophage subsets can have drastic effects on health and disease within the tissues where they reside (Labonte et al., 2014).

IL-23, one member of the IL-12 cytokine family, is crucial in the pathogenesis of psoriasis, experimental autoimmune encephalomyelitis (EAE), collagen-induced arthritis (CIA), inflammatory bowel disease (IBD) (Tonel et al., 2010; Teng et al., 2015) and leukocyte adhesion deficiency type 1 (LAD1) (Moutsopoulos et al., 2017). Polymorphisms in the gene encoding the IL-23 receptor (IL-23R) are important susceptibility factors for Behcet’s disease, ankylosing spondylitis, and IBDs like Crohn’s disease and ulcerative colitis (Remmers et al., 2010; Kadi et al., 2013). It is known that IL-23 is essential for the terminal differentiation of IL-17-producing T effector cells (Park et al., 2005; McGeachy et al., 2009), which were initially shown to be a chief pathogenic cell population in EAE and CIA (Duerr et al., 2006; Remmers et al., 2010), human psoriasis (Wilson et al., 2007; Lubberts, 2015) and LAD1 (Moutsopoulos et al., 2017). However, in addition to acting on Th17 cells, IL-23 also regulates the function of innate lymphocytes (Guo et al., 2012). IL-23R is predominantly found on activated memory T cells, natural killer (NK) cells, and innate lymphoid cells (ILCs), and at lower levels on monocytes, macrophages, and dendritic cells (DCs) in humans; whereas mouse IL-23R is expressed on activated T cells, ILCs, γδ T cells, macrophages and DCs (Kastelein et al., 2007; Awasthi et al., 2009; Aychek et al., 2015). Importantly, studies have demonstrated that IL-23 induces these innate cells to secrete IL-17 and/or IL-22, although it remains unknown whether IL-23 affects the functional development of IL-23R-expressing innate cells *in vivo* (Cella et al., 2009; Guo et al., 2012; Paget et al., 2012).

We herein demonstrate that IL-23-treated monocyte/macrophages selectively produce IL-17A, IL-22 and IFN-γ, and display a distinct lineage gene expression profile in sharply contrast to M1 and M2 subsets. Importantly, M(IL-23) macrophages significantly promote the severity of dermatitis pathogenesis in a mouse psoriasis-like model. Thus, our findings reveal a previously unappreciated macrophage polarization driven by IL-23 with unique cell surface markers and cytokine-producing gene profile.

## Results

### IL-23 induces a distinct macrophage gene expression profile

To explore the roles of different cytokines on the expression of IL-17 family members include IL-17A, IL-17B, IL-17C, IL-17D, IL-17E (also called IL-25) and IL-17F in macrophages, we firstly detected the expression of these genes in freshly isolated mouse peritoneal resident macrophages after different cytokines and LPS stimulation for 48 h by real-time PCR. Among the 15 cytokines and LPS studied, only IL-23 significantly promoted IL-17A and IL-17F expression, while resting macrophages expressed almost undetectable levels of IL-17A and IL-17F (*P* < 0.001, Fig. 1A). In addition, IL-23 also significantly induced IL-22 and IFN-γ expression in a specific manner compared to other cytokines and LPS stimulation (*P* < 0.001, Fig. 1A). IL-23 induced the mRNA and protein expression of Th17-type cytokines in dose- and time-dependent manners as determined by real-time PCR and ELISA assays (Figs. 1B, 1C and S1). The expressions of IL-17A and IFN-γ in IL-23-treated macrophages were further confirmed by flow cytometry and confocal microscopy staining (Fig. 1D–F). The low percentage of IL-17A^+^ macrophages might be due to the limited IL-23R expression on CD11b^+^F4/80^+^ macrophages (Fig. S2). However, IL-23 failed to induce significantly high levels of IL-17C, IL-17D and IL-17E expression in macrophages (Fig. S3). Furthermore, IL-23 significantly induced IL-17A, IL-17F, IL-22 and IFN-γ expression in tissue resident macrophages isolated from spleens, lungs and liver as well (Fig. S4). To exclude the potential contamination of other immune cells like T cells, B cells and ILCs during the differentiation process, we sorted the peritoneal resident cells of naïve mice to obtain highly purified F4/80^+^ cells. It is true that more than 99% of the sorted cells were CD11b^+^F4/80^+^ cells and indeed these cells also expressed high levels of IL-17A and IL-17F after IL-23 treatment for 48 h (Fig. S5). In addition, the *in vitro* bone marrow-derived macrophages also expressed higher levels of IL-17A, IL-17F, IL-22 and IFN-γ after IL-23 stimulation (Fig. S6). Thus, IL-23 promotes IL-17A, IL-17F, IL-22 and IFN-γ expression in resting mouse macrophages in a specific manner. However, the IL-23-induced expression of IL-17A, IL-17F, and IL-22 in macrophages were significantly lower than Th17 cells (Fig. S7A), as well as the lower IFN-γ expression when comparing with Th1 (Fig. S7B).

**Figure 1:**
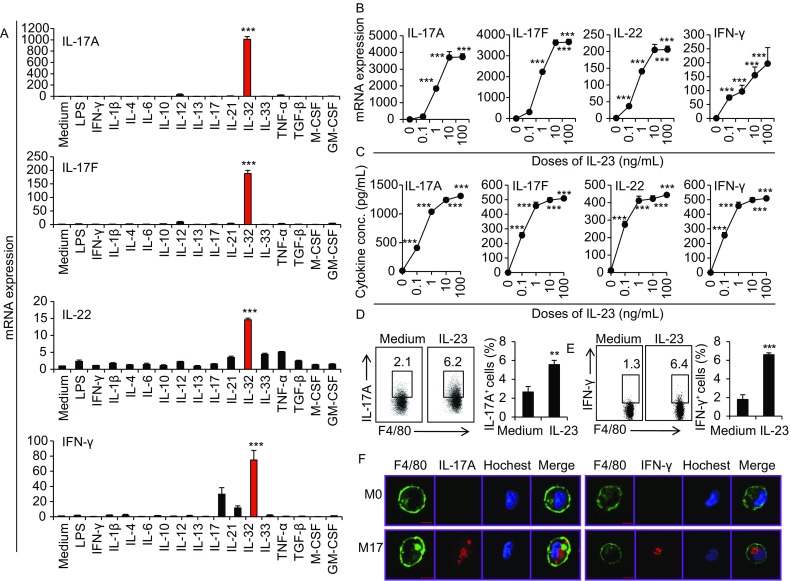
**Cytokine expression of macrophages stimulated with different cytokines**. (A) The freshly isolated peritoneal macrophages (PEMs) were stimulated with different cytokines and LPS for 48 h. Cytokine mRNA expression were detected by real-time PCR. (B) mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in PEMs treated with different doses of IL-23. (C) Concentrations of IL-17A, IL-17F, IL-22 and IFN-γ in the media of PEMs after IL-23 treatment for 48 h. (D) The percentages of IL-17A^+^ cells in F4/80^+^ PEMs were detected by a flow cytometry. (E) The percentages of IFN-γ^+^ cells in F4/80^+^ PEMs treated with IL-23. (F) The expression of IL-17A and IFN-γ in PEMs were determined using two-photon microscope. Data were shown as mean ± SD (*n* = 3). **P < 0.01, ***P < 0.001 compared with the control

To investigate whether IL-23 induces a unique macrophage polarization in contrast to M1 and M2 subpopulations, we compared the expression patterns of the subpopulation-related marker genes in macrophages treated with LPS + IFN-γ, IL-4 and IL-23, respectively. Surprisingly, IL-23 failed to induce either the expression of M1 marker genes like iNOS, TNF-α, IL-12 and IL-1β, or M2-related genes like Arg1, YM1 and FIZZ1 (Murray and Wynn, 2011), as detected by quantitative PCR, ELISA and bioactivity assays (Fig. 2A–D), whereas IL-23-treated macrophages specifically expressed IL-17A, IL-17F, IL-22 and IFN-γ (Fig. 2A–E). The distinct expression patterns of TNF-α, iNOS, IFN-γ, IL-17 and IL-22 in M1 and M(IL-23) macrophages were further determined by flow cytometry and confocal assays (Fig. 2F and 2G). 

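The arrays measured RNA of mouse peritoneal macrophages in 4 states: M0 cells without added cytokine, M1 cells given IFN-γ and LPS, M2 cells given IL-4, and M(IL-23) cells. The methods list 50 ng/mL IFN-γ, 500 ng/mL LPS, 1000 U/mL IL-4 and 100 ng/mL IL-23. The macrophage genes Adgre1 (F4/80) and Itgam (CD11b) were detected on all 4 arrays, at log2 16.01 and 14.95 in M0 and at 16.19 and 14.90 in M(IL-23). Each state was measured on 1 one-colour Agilent array, so no spread between replicates, p-value or standard error could be given, and every fold is a difference between single arrays. The deposited log2 values and detection flags of 41174 probes for 27388 genes were used, with the probe of the highest mean standing for a gene with several probes. Between 18729 probes (M2) and 20583 probes (M0) were flagged as detected per array. A gene entered a comparison with M0 when it was detected on at least 1 of the 2 arrays, and it passed at the paper's threshold of 2-fold. Where the dimmer array was below detection, the fold is a lower bound against the lowest detected signal of that array. Time differed together with treatment: the sample labels give 20 h of IFN-γ and 6 h of LPS for M1, 48 h of IL-4 for M2 and 72 h of IL-23 for M(IL-23), while the labels give no time for M0. The legend of Fig. S2, on a flow cytometry experiment, gives 26 h of IFN-γ with LPS for the last 6 h for M1, which equals the times of the label taken as a sum, and 48 h in culture for M0.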

To further demonstrate whether M(IL-23) macrophages represent a distinct polarization of macrophages, we thus determined the gene expression profiles of M1, M2 and M(IL-23) cells by microarray analysis. Indeed, M(IL-23) macrophages expressed a unique panel of genes in sharply contrast to M1 and M2 macrophages (Fig. 3A). 

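Il17a, which encodes the cytokine IL-17A, was at background in M0, M1 and M2 (log2 4.21, 4.21 and 4.23) and at 14.21 in M(IL-23), at least 339-fold higher than in M0. The gene beside it, Il17f, was at least 82.4-fold higher than in M0 (log2 12.17). Il22 was at least 45.3-fold higher in M(IL-23) (log2 11.30) and was also detected in M1 at 6.56. Ifng was detected in M(IL-23) alone (log2 8.43, at least 6.19-fold higher). Second probes of Il22 and Ifng were also detected in M(IL-23) alone, at log2 9.24 and 7.18. The probes of Il17a (20723993 to 20724052) and Il17f (20768074 to 20769419) lie on chromosome 1, and those of Il22 (117646736 to 117646795) and Ifng (117882841 to 117882900) on chromosome 10; the genome build is not given in the sources used here.

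Over the 14735 genes detected on at least 1 array, 208 were at least 2-fold higher in M(IL-23) than in each of the other 3 states and 74 were at least 2-fold lower. The corresponding numbers were 1114 and 1073 for M1, 476 and 387 for M2, and 221 and 67 for M0. Among the higher genes were Tnfsf11, the ligand RANKL (at least 10.9-fold above M0, with a second probe undetected on all arrays), and Pramel29 (at least 11.5-fold, 1 probe). Among the lower genes were Prr15 (4.02-fold below M0, detected in all 4 states, with a second probe detected in M0, M1 and M2 alone) and Derl3 (at least 2.38-fold). Runx2, a transcription factor of bone formation, was below detection in M(IL-23) and detected in the other 3 states. Of its other probes, 1 was detected in M0 and M2 and showed no fall (log2 difference of M(IL-23) from M0 0.086). The rest were undetected. The label genes stood on their own arrays: Nos2, which encodes iNOS, was 66.5-fold above M0 in M1 and Arg1, which encodes arginase 1, 15.0-fold above M0 in M2, where its log2 value lies above 19.47, the highest value on each other array, so that this fold rests on 1 value outside the common range. Across genes, the M(IL-23) profile was nearest to M0 (Pearson r 0.972, Spearman rho 0.978, root mean square log2 difference 0.66), then M2 (0.953, 0.961 and 0.87) and M1 (0.910, 0.919 and 1.20), and genes are not independent replicates. Of the genes set apart in M(IL-23), 22 of the higher and 14 of the lower were detected on all 4 arrays.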

The microarray data were submitted to the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo, under accession number GSE 102274). M1, M2 and M(IL-23) cells expressed significant different gene profiles with up-regulated 301 genes and down-regulated 135 genes specifically in M(IL-23) cells compared with M1 and M2 cells (Fig. 3B). 

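In M(IL-23), 458 genes were at least 2-fold higher than in M0 and 600 were lower, of 13994 compared. M1 had 1599 higher and 1972 lower (of 14192), led by the interferon-induced chemokine genes Cxcl10 (at least 4433-fold) and Cxcl9 (at least 4361-fold). M2 had 854 higher and 1146 lower (of 14035), led by the chemokine gene Ccl8 (1532-fold) and by Ccl12 (at least 156-fold), Ccl24 (299-fold), the mannose receptor gene Mrc1 (227-fold) and Retnla, which encodes FIZZ1 (180-fold). Passing in M(IL-23) alone were 293 higher genes, among them Adig (at least 6.40-fold) and Abca8a (at least 6.86-fold), each with 1 probe, and 135 lower genes, among them Prr15. M1 alone had 1367 higher and 1487 lower, and M2 alone 660 and 513.

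All 3 states shared 37 higher genes, such as Dhx35 (at least 18.4-fold in M(IL-23), 1 probe), and 221 lower genes, such as Akap4 (at least 6.57-fold) and Arrdc5 (at least 5.53-fold), both detected on the M0 array alone. Of the higher genes, M1 and M2 alone shared 112, M1 and M(IL-23) 83, and M2 and M(IL-23) 45, and of the lower genes 216, 48 and 196. M2 and M(IL-23) had 417 lower genes in common in all, against 50.2 for independent lists and 89.7 in simulated unchanged arrays that share an M0 array, and M1 and M(IL-23) had 269 (86.1 and 89.0). For higher genes the overlaps were 82 (9.87 and 34.1) and 120 (23.0 and 34.7). M1 and M2 had 437 lower (165 and 90.9) and 149 higher genes (50.3 and 32.3) in common. The simulated lists were shorter than most observed lists, so their overlaps are no null value for lists of the observed length. As all comparisons use the same M0 array, part of each excess may come from it, and no excess is called a shared effect.

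Simulated unchanged arrays, with noise set by the spread of the differences between M(IL-23) and M0, gave means of 243 higher and 235 lower calls for M(IL-23), against the 458 and 600 observed. That spread holds any real changes too, and a cutoff taken from M0 stood in for the detection flags. The simulated counts are therefore no rate of false calls. Of the genes passing in M(IL-23) alone, 191 of the 293 higher (65.2%) and 84 of the 135 lower (62.2%) were detected on only 1 of the 2 arrays. The share of calls that were higher was 44.8% in M1, 42.7% in M2 and 43.3% in M(IL-23), and with arrays centred on the median of detected probes it was 28.9%, 24.6% and 26.8%, as this centring moved the median of all compared genes from -0.11 to -0.38 in M1, from -0.04 to -0.34 in M2 and from 0.00 to -0.26 in M(IL-23). With loess centring the share was 56.8%, 53.2% and 49.3%, and with values raised to the detection floor 49.3%, 51.0% and 54.3%. Whether higher or lower calls prevail thus depends on the processing.

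**Figure D1:**
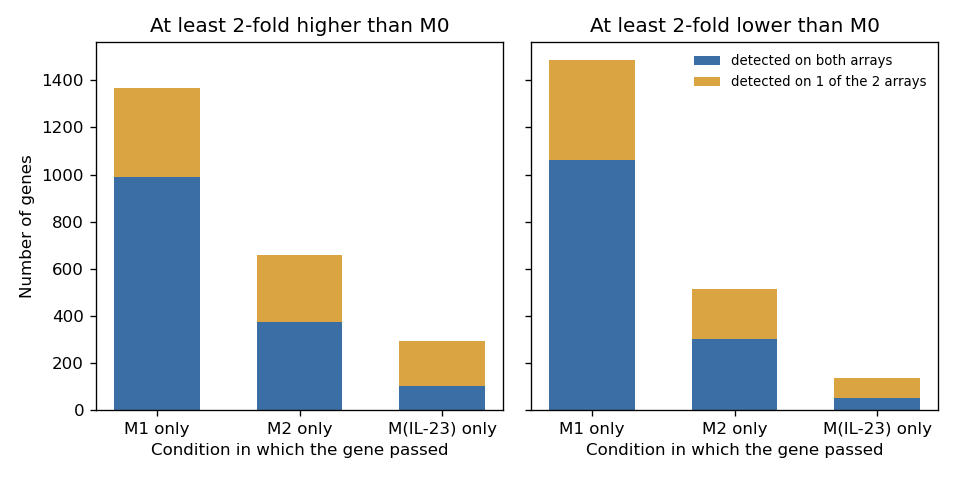
Number of genes (vertical axis) at least 2-fold higher (left) or lower (right) than M0 in 1 condition alone, for M1, M2 and M(IL-23). Blue counts genes detected on both arrays and yellow genes detected on 1 of the 2, which make up 191 of the 293 higher genes of M(IL-23) and 377 of the 1367 of M1.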

Interestingly, M1, M2 and M(IL-23) cells expressed distinctive gene profiles of cytokines and chemokines, as determined by mRNA microarray and real-time PCR methods (Figs. 3C and S8). 

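Of the cytokine and chemokine genes compared, 33 of 64 were at least 2-fold higher and 11 lower in M1, 10 of 55 higher and 18 lower in M2, and 19 of 61 higher and 3 lower in M(IL-23). In M1 the inflammatory genes Tnf (72.8-fold), Il6 (102-fold), Il1b (14.6-fold) and Ccl2 (82.4-fold) rose. The M2 array had Ccl9 (4.71-fold) and Ccl6 (4.49-fold) above M0, with Il1b lower by 7.34-fold and Tnf by 3.03-fold. In M(IL-23), 9 of 23 chemokine genes were higher, among them Cxcl13, which encodes a B cell attractant (2.99-fold in M(IL-23) and 110-fold lower in M1), and the neutrophil attractants Cxcl1 (2.40-fold) and Cxcl2 (2.13-fold), and Cxcl12 was lower (at least 1.33-fold, second probe undetected). Among 18 interleukin genes 6 were higher and 2 lower, with Il6 at 3.21-fold and Il12a at 2.34-fold, and Il10, which encodes an anti-inflammatory cytokine, lower by at least 1.28-fold.

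Of 6 TNF superfamily ligand genes 2 were higher in M(IL-23), Tnfsf11 and Tnfsf14 (LIGHT, 3.35-fold), the latter at least 12.2-fold lower in M1. Of 14 genes for colony-stimulating factors, interferons and other cytokines, Ifng and Csf3, which encodes G-CSF (3.92-fold), were higher and none was lower. All 23 genes of the M1 block of Fig. 3C, all 7 of the M(IL-23) block and all 6 of the M2 block had their highest level on the array of that state and were at least 2-fold above M0 there, and these blocks were chosen by the study on the same arrays. With detection required on both arrays, 11 of the genes were higher in M(IL-23) and 1 lower. The paper draws on these profiles, on real-time PCR (Figs. 2A and S8) and on the protein assays of Fig. 2. With the surface markers of Fig. 3D and 3E, it concludes that macrophages treated with IL-23 express other cytokines and surface markers than M1 and M2 macrophages.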

We also found that M1 macrophages expressed high levels of I-A^b^ and M2 macrophages expressed high CD206 on the surface as reported previously (Sun et al., 2012), but M(IL-23) macrophages expressed low levels of I-A^b^ and CD206 molecules (Fig. 3D and 3E). Thus, IL-23-treated macrophages express different cytokines and cell surface markers as M1 and M2 macrophages.

**Figure 2:**
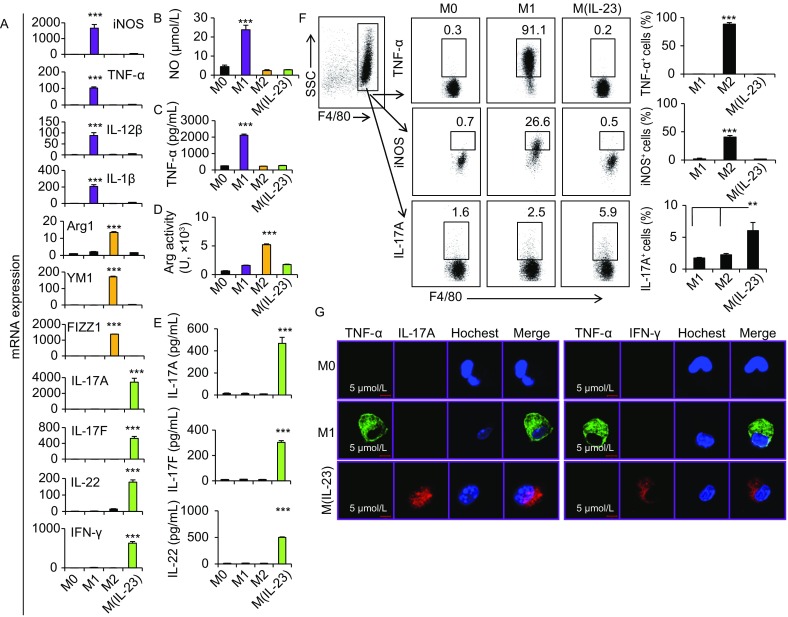
**IL-23-treated macrophages produce a distinctive panel of cytokines**. (A) The mRNA expression of M1 and M2 marker molecules and Th17-cytokines in macrophages were detected by real-time PCR. (B) NO concentrations in M0, M1, M2 and M(IL-23) macrophage culture medium. (C) TNF-α concentrations in the culture medium. (D) Arginase activity of M0, M1, M2 and M(IL-23) macrophages was assayed. (E) Concentrations of IL-17A, IL-17F and IL-22 in the culture medium. (F) Representative flow cytometry results (left) and summarized percentages (right) of TNF-α^+^, iNOS^+^ and IL-17A^+^ cells in the F4/80^+^ macrophages. (G) The expression of TNF-α, IL-17A and IFN-γ in M0, M1 and M(IL-23) were determined using a two-photon microscope. Data were shown as mean ± SD (*n* = 4). **P < 0.01, ***P < 0.001 compared with the control

**Figure 3:**
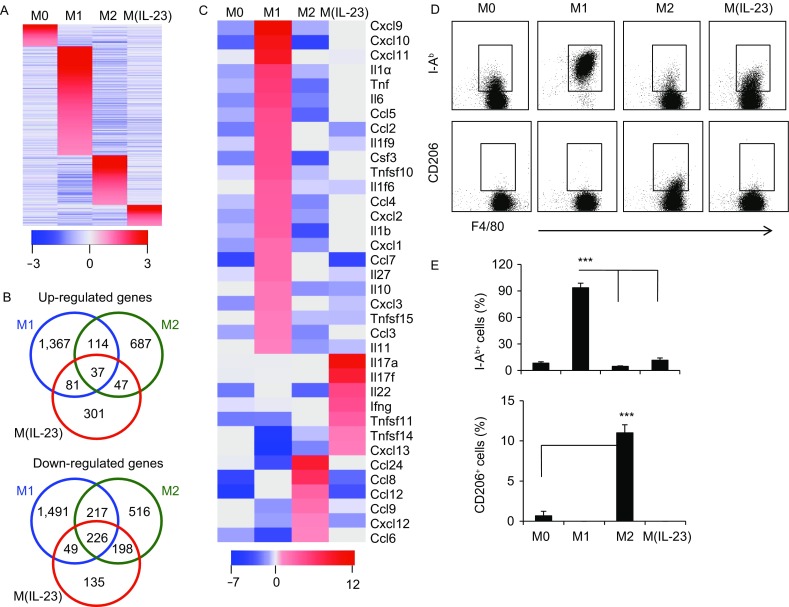
**IL-23-treated macrophages display a distinctive gene expression profile**. (A) Heatmap diagram summarizing gene expression in M0, M1, M2 and M(IL-23) cells. Relative gene expression was depicted according to the color scale shown below the cluster. (B) Venn diagram of up-regulated (top) and down-regulated (bottom) genes in M1, M2 and M(IL-23) compared with M0 cells. (C) Heatmap diagram summarizing cytokines and chemokines expression in M0, M1, M2 and M(IL-23) macrophages. Relative gene expression was depicted according to the color scale. (D) Representative staining of I-A^b^, and CD206 on M0, M1, M2 and M(IL-23) cells. (E) Percentages of I-A^b+^, and CD206^+^ cells in F4/80^+^ M0, M1 and M(IL-23) cells. Data were shown as mean ± SD (*n* = 3). ***P < 0.001 for comparisons between the indicated groups

### M(IL-23), M1 and M2 polarizations are reciprocally regulated

To address whether M(IL-23) macrophages could arise from M1 or M2 cells, we examined the potential differentiation ability into M(IL-23) macrophages from resting M0, M1 and M2 macrophages, respectively. When M1 macrophage polarization was induced from resting macrophages by LPS + IFN-γ as reported (Zhu et al., 2014), these M1-polarized macrophages were remarkably resistant to M(IL-23) induction as indicated by the significantly poor IL-17A, IL-17F, IL-22 and IFN-γ expression when they were subsequently stimulated with IL-23 as determined by real-time PCR and ELISA (*P* < 0.001, Fig. 4A and 4B). Identical results were also observed when M1-polarized peritoneal macrophages freshly isolated from TG-pre-treated mice were used instead of the *in vitro* LPS + IFN-γ-induced macrophages (Fig. 4C). M2 macrophages induced by IL-4 were hard to respond to the subsequent IL-23 treatment in terms of IL-17A, IL-17F, IL-22 and IFN-γ expression (*P* < 0.001, Fig. 4D and 4E). Thus, resting macrophages are susceptible to IL-23-driven M(IL-23) polarization but M1 and M2 macrophages are highly resistant to trans-differentiation into M(IL-23) macrophages.

**Figure 4:**
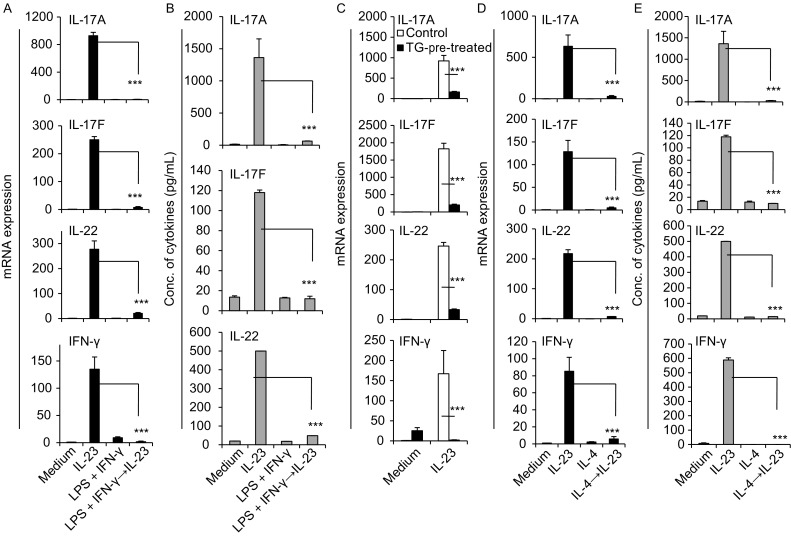
**M(IL-23), M1 and M2 polarizations are reciprocally regulated**. (A) The mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in M0, M1, M(IL-23) and IL-23-treated M1 cells. (B) Concentrations of IL-17A, IL-17F and IL-22 cytokines in culture media of M0, M1, M(IL-23) and IL-23-treated M1 cells. (C) mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in resting and TG-recruited peritoneal macrophages treated with or without IL-23 for 48 h. (D) mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in M0, M2, M(IL-23) and IL-23-treated M2 cells. (E) Concentrations of IL-17A, IL-17F and IL-22 in the culture media of M0, M2, M(IL-23) and IL-23-treated M2 cells. Data were shown as mean ± SD (*n* = 3). ***P < 0.001 for comparisons between the indicated groups

### The involvement of STAT3-RORγT and T-bet in M(IL-23) polarization

In order to investigate the signaling pathways activated by IL-23 in macrophages, we performed the pathway analysis based on the gene expression data. 

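Of 12 Th17-type genes compared between M(IL-23) and M0, 6 were at least 2-fold higher and none was lower: Il17a, Il17f, Il22, Ifng, Il12rb1, a chain of the IL-23 receptor (log2 6.14 to 7.69, 2.92-fold), and the IL-1 receptor gene Il1r1 (2.64-fold). Il23r, the other receptor chain, was detected in M1 (log2 7.89) and below detection in M0 and M(IL-23). The list's median log2 difference was 0.94, above all random lists matched on expression. It was 0.41 without a detection filter and 0.20 with detection required on both arrays. Of the 12 genes compared, 12 were detected in M(IL-23) and 8 in M0. The list holds Il17a, Il17f, Il22 and Ifng, which the paper reports as raised by IL-23. Its high place among random lists was therefore foreseeable and is no independent support. Of 58 genes of IL-17 receptor signalling and its targets, 10 were higher, among them Cxcl10 (at least 6.72-fold), and 4 lower, among them the protease gene Mmp3 (log2 difference -2.84). Their median was 0.22, and -0.03 with arrays centred on the median of detected probes, which moves all genes alike and so leaves the place among random lists as it was.

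Of 96 JAK-STAT genes, 9 were higher and 2 lower, with a median of 0.18 (0.17 with undetected values at their bounds), and -0.07 with that centring, again with all genes moved alike. Of the kinases, STATs and regulators, 2 of 55 passed, the feedback inhibitor genes Socs1 (log2 difference 1.62) and Socs2 (1.22), and of the receptors 2 of 27, Il12rb1 and Epor (1.26). Of the 14 ligands, 5 were higher, among them Il6, Csf3 and Il22, and Il10 and Il15 were lower. Stat3 itself differed by -0.05 in RNA, which does not measure the STAT3 phosphorylation that the paper reports (Fig. 5A). Random lists of the same size and expression describe how unusual a median is on these arrays and are not a test over replicates.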

As expected, IL-17 and JAK-STAT signaling pathways were activated in macrophages after IL-23 stimulation (Fig. S9A and S9B). Furthermore, IL-23 promoted STAT3 activation in macrophages in terms of the enhanced levels of p-STAT3 (Y705 and S727, Fig. 5A) as previously observed in T-cells (Cho et al., 2006; Teng et al., 2015). Inhibition of STAT3 activation by STAT3-specific inhibitor NSC (NSC74859) significantly decreased the IL-17A, IL-17F and IL-22 mRNA and protein expression in M(IL-23) macrophages, while inhibition of STAT3 failed to inhibit IFN-γ expression (Figs. 5B and S10A). It is reported that RORγT, RORα, IRF4 and BATF are critical transcription factors for Th17 cell induction (Huber et al., 2008; Chung et al., 2009; Ciofani et al., 2012). The expression of RORγT and RORα were enhanced in M(IL-23) macrophages at both mRNA and protein levels (Fig. 5C and 5D), which was further confirmed by confocol imaging analysis (Fig. S11A and S11B). However, no detectable IRF4 and BATF expression in M(IL-23) macrophages was observed in contrast to Th17 cells, as determined by real-time PCR, Western blots and flow cytometry (Figs. 5C, 5D and S12). Thus, the enhanced expression of RORγT and RORα raised the possibility that they are likely involved in IL-23-driven M(IL-23) polarization. Consistently, specific inhibition of RORγT by a chemical SR2211 (Kumar et al., 2012) significantly decreased the IL-17A, IL-17F and IL-22 but not IFN-γ expression in mRNA (*P* < 0.001, Fig. S10B) and protein levels (*P* < 0.001, Fig. 5F). To further confirm the roles of RORγT in the Th17-type cytokines expression in macrophages induced by IL-23, we freshly isolated CD11b^+^F4/80^+^ peritoneal macrophages from RORγT KO and wild-type control mice and then treated these cells with IL-23 *in vitro*. As shown in Fig. S13, significantly less IL-17A, IL-17F and IL-22 expression but not IFN-γ expression was detected in RORγT-deficient macrophages compared with wild-type control macrophages (*P* < 0.01, Fig. S13). As expected, inhibiting STAT3 activity significantly blocked the IL-23-induced RORγT expression in macrophages (Fig. 5E), indicating RORγT is a down-stream molecule in IL-23-activated STAT3 pathway. Thus, IL-23 induces IL-17A, IL-17F and IL-22 expression in macrophages through a STAT3-RORγT-dependent pathway.

**Figure 5:**
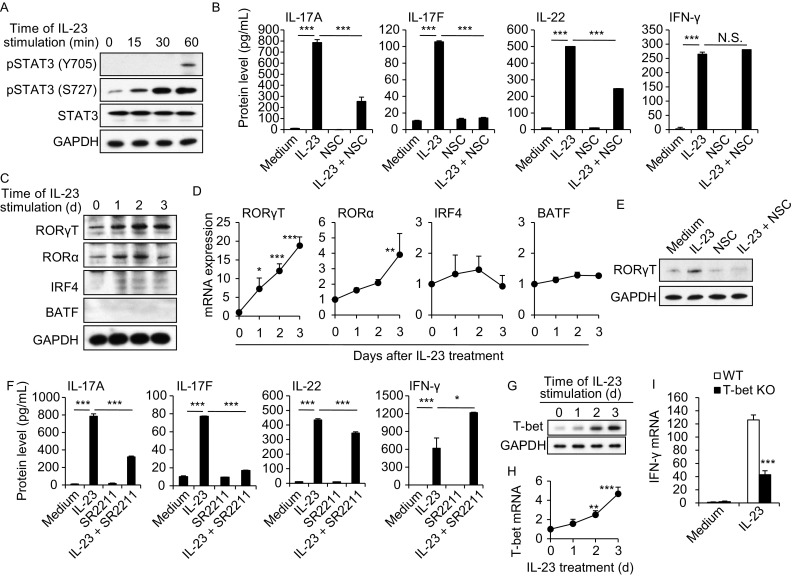
**The involvement of STAT3-RORγT and T-bet in M(IL-23) polarization**. (A) The phosphorylation state of STAT3 in PEMs. (B) The protein concentrations of IL-17A, IL-17F, IL-22 and IFN-γ in culture media of macrophages treated with IL-23 and/or STAT3 inhibitor NSC74859. (C) The expression of RORγT, RORα, IRF4 and BATF in macrophages. (D) The mRNA expression of RORγT, RORα, IRF4 and BATF in macrophages. (E) RORγT expression in macrophages treated with or without IL-23 and/or NSC74859. (F) Protein concentrations of IL-17A, IL-17F, IL-22 and IFN-γ in culture media of macrophages. T-bet protein (G) and mRNA (H) expression in macrophages treated with IL-23. (I) The decreased expression of IFN-γ in T-bet-deficient macrophages. Data were shown as mean ± SD (*n* = 3). *P < 0.05, ***P < 0.001

To understand the intracellular signal pathway for IFN-γ production in M(IL-23) macrophages, we detected the Th1-related key transcription factor T-bet (Robinson and O’Garra, 2002). The expression of T-bet was significantly up-regulated in macrophages after IL-23 treatment as determined by real-time PCR and Western blots (Fig. 5G and 5H). Macrophages isolated from T-bet KO mice expressed significantly lower IFN-γ after IL-23 treatment (*P* < 0.001, Fig. 5I). However, the T-bet deficiency failed to impact the IL-17A, IL-17F and IL-22 expression in macrophages induced by IL-23 (Fig. S14). These results suggest that the enhanced T-bet in macrophages by IL-23 is involved in the IFN-γ but not IL-17A, IL-17F and IL-22 expression.

### The roles of M(IL-23) macrophages in a psoriasis model

IL-23 and IL-17 are crucial in the pathogenesis of psoriasis, EAE, CIA, IBD (Cua et al., 2003; Murphy et al., 2003; Wilson et al., 2007; Tonel et al., 2010) and LAD1 (Moutsopoulos et al., 2017). We employed an imiquimod (IMQ)-induced murine model of psoriasis, in which Th17 cytokines like IL-23 and IL-17 were highly involved (van der Fits et al., 2009; Imai et al., 2015). CD11b^+^F4/80^+^macrophages sorted from skin tissue (Fig. S15) with IMQ-induced psoriasis-like dermatitis expressed high levels of IL-17A and IL-22 molecules (Fig. 6A). In order to investigate whether the induced M(IL-23) cells could promote the pathogenesis in the IMQ-induced psoriasis mouse model, we used a suboptimal dose of IMQ (about 35 mg per mouse) to induce a weak psoriasis-like dermatitis. A suboptimal dose of IMQ treatment caused a weak but observable dermatitis, while the treatment with a standard dose of IMQ (about 70 mg per mouse) induced a typical clinical and pathological alteration of psoriasis-like dermatitis as indicated by the body weight loss, scores of skin scaling, erythema, hardness and thickness, as well as skin pathological changes (Fig. 6B–H). Adoptive transfer of IL-23-induced M(IL-23) macrophages into recipient mice with suboptimal IMQ treatment significantly enhanced the severity of dermatitis to a degree caused by the treatment of a high dose of IMQ, as evidenced by the alterations of body weight, skin scaling, erythema, hardness, thickness, and pathological changes, whereas adoptive transfer of resting macrophages failed to do so (*P* < 0.01, Fig. 6B–H). In parallel to the pathogenesis, the IL-17A, IL-17F, and IL-22 mRNA expression in skin tissues were significantly increased by adoptive transfer of M(IL-23) macrophages (*P* < 0.001, Fig. 6I). Thus, M(IL-23) macrophages have the ability to promote the pathogenesis in a mouse model with psoriasis-like dermatitis.

**Figure 6:**
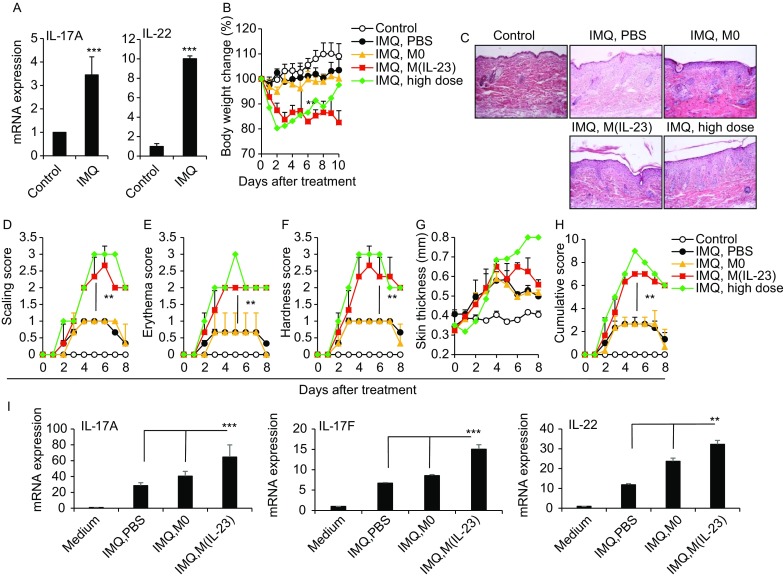
**M(IL-23) promoted the pathogenesis in imiquimod-induced psoriasis mice**. (A) mRNA expression of IL-17A and IL-22 in the sorted F4/80^+^ macrophages of skin tissue. (B) We used a suboptimal dose of IMQ (35 mg/day), and a standard dose of IMQ (70 mg/day) was used as a positive control (IMQ, high dose). The IMQ (35 mg/day)-treated mice were transferred with PBS, 1 × 10^6^ M0 or M(IL-23) macrophages. Body weight loss was shown. (C) H&E staining of the skin tissues. Scaling score (D), erythema score (E), hardness score (F), skin thickness (G) and cumulative score (H) of mice. (I) mRNA expression of IL-17A, IL-17F, and IL-22 in skin tissues. Data were shown as mean ± SD (*n* = 8). **P < 0.01, ***P < 0.001 for comparisons between the indicated groups

## Discussion

Macrophage polarization is determined by genetic and environmental factors. Macrophage polarizations play a critical role in mastering the amplitudes and types of host immunity. In the present study, we identified a previously unappreciated macrophage polarization, that is, M(IL-23) macrophage subpopulation with the following characteristics and supporting evidences: 1) IL-23-treated resting macrophages display distinct gene expression profiling than M1 and M2 macrophages; 2) IL-23-treated resting macrophages selectively produce IL-17A, IL-17F, IL-22 and IFN-γ, but not M1 and M2-related cytokines and molecules including TNF-ɑ, IL-12, iNOS, Arg1, YM1, and FIZZ1; 3) Resting macrophages are susceptible to M(IL-23) induction, while polarized M1 and M2 macrophages are highly resistant to IL-23 treatment. 4) IL-23-treated resting macrophages present in psoriasis-like dermatitis and promote pathogenesis; and 5) IL-23-induced IL-17A, IL-17F and IL-22 expression in macrophages is dependent on STAT3-RORγT pathway, while the expression of IFN-γ in IL-23-treated macrophages was likely mediated by T-bet pathway. Therefore, IL-23-treated macrophages display distinct phenotype and cytokine production compared with M1 and M2 macrophages.

It is reported that IL-23 significantly contributes to inflammatory disease risk in humans (Duerr et al., 2006; Genetic Analysis of Psoriasis et al., 2010). Mice deficient in IL-23 but not IL-12 are resistant to experimental immune-mediated disease like EAE, RA, and IBD (Cua et al., 2003; Murphy et al., 2003). The promotion of Th17 subset is highly recognized to be the key player to mediate the critical role of IL-23 in inflammatory diseases and infection-induced pathological consequences like Lyme disease and toxoplasma encephalitis (Weaver et al., 2013). Our present study shows that IL-23 acts directly on macrophages to induce IL-17A, IL-17F, IL-22 and IFN-γ productions which likely promote the severity of psoriasis-like dermatitis in mice. The ability of IL-23 to induce IL-17 production in macrophages is consistent with the recent observations showing that IL-17 production by macrophages contributes to allergic asthma and that IL-23 protection against plasmodium berghei infection in mice is partially dependent on IL-17 from macrophages (Song et al., 2008; Ishida et al., 2013). The significance of M(IL-23) macrophage polarization in Th17 cytokines-related inflammatory diseases requires to be clarified.

IL-23, an IL-12 cytokine family member, is a heterodimeric molecule composed of p40 and p19 subunits (Langrish et al., 2005). The known biological roles and the pro-inflammatory activities of IL-23 in inflammation and autoimmune diseases include but not limit to the induction of Th17-induced secretion of IL-17 and suppression of CD4^+^CD25^+^ regulatory T cells (Iwakura and Ishigame, 2006; Izcue et al., 2008). IL-23 signals through IL-23R and IL-12Rβ1 to activate JAK and predominantly the phosphorylation and activation of STAT3 (Oppmann et al., 2000), which acts to promote transcription of Il23r and Rorc (encoding RORγ), establishing a positive feedback loop and stabilizing expression of genes encoding pro-inflammatory effector molecules including Il17a, Il17f, Il22 and Csf2 (Parham et al., 2002; Codarri et al., 2011). In macrophages, IL-23 uses the classical STAT3-RORγT pathway to induce Th17 cytokines gene expression profile. On the other hand, IFN-γ is characteristically produced by NK, T and NKT cells. It is reported that monocytes/macrophages can express IFN-γ by IL-12/IL-18 and LPS/ATP stimulations, respectively (Raices et al., 2008). In the present study, LPS + IFN-γ and IL-4 failed to induce detectable IFN-γ expression in resting macrophages, but IL-23 drove resting macrophages to express high levels of IFN-γ via T-bet pathway.

In summary, we identified a unique macrophage subpopulation M(IL-23) induced by IL-23 with a distinct gene expression profile in contrast to M1 and M2 macrophages. Importantly, IL-23-induced M(IL-23) macrophage polarization is closely involved in the pathogenesis in an IMQ-induced psoriasis mouse model. The physiological function of M(IL-23) macrophages in tissue repair and remodeling, as well as the role of M(IL-23) macrophages in pathogenesis caused by infections, tumors and graft rejection need to be explored in the future.

## Materials and methods

### Animals and reagents

C57BL/6(B6) mice were purchased from Beijing University Experimental Animal Center. ROR-γt knock-out (KO) mice (B6.129P2(Cg)-*Rorc*^tm2Litt^/J; JAX; Stock No.: 007572) were purchased from The Jackson Laboratory. All mice were maintained in a specific pathogen-free facility. All experimental manipulations were undertaken in accordance with the Institutional Guidelines for the Care and Use of Laboratory Animals, Institute of Zoology.

Recombinant mouse cytokines were purchased from PeproTech (Rocky Hill, NJ). RmIL-21 and IL-23 were obtained from R&D Systems (Minneapolis, MN). Bacterial lipopolysaccharide (LPS; *E*. *coli* 055:B5) was purchased from Sigma-Aldric (St Louis, MO). Selective STAT3 inhibitor (NSC74859; 4655/10) were obtained from R&D Systems and RORγT inverse agonist (SR2211; 557353) were from The Merck Group (Darmstadt, Germany). The reagents were used at the indicated or following concentrations based on our previous studies (Hou et al., 2013; Hou et al., 2014): recombinant mouse IL-1β (100 ng/mL), IL-2 (100 U/mL), IL-4 (1000 U/mL), IL-6 (20 ng/mL), IL-10 (20 ng/mL), IL-12 (10 ng/mL), IL-13 (20 ng/mL), IL-17A (100 ng/mL), IL-21 (100 ng/mL), IL-23 (100 ng/mL), IL-33 (100 ng/mL), TNF-α (100 ng/mL), IFN-γ (50 ng/mL) TGF-β1 (5 ng/mL); and recombinant human IL-23 (100 ng/mL), M-CSF (10 ng/mL); LPS (500 ng/mL), NSC74859 (100 μmol/L), SR2211 (10 μmol/L).

Anti-mF4/80-PE-Cy5, anti-mCD11b-PE-Cy5, anti-mTNF-α-FITC and anti-mCXCR5-PE were purchased from BD Biosciences Pharmingen (San Diego, CA, US). Anti-mIL-17A-PE was purchased from Biolegend (San Diego, CA, US). Anti-mIL-23R-AF488 mAb was purchased from R&D Systems. The primary antibodies against p-STAT3 (Tyr705), p-STAT3 (Ser727), STAT3, IRF4 and BATF were purchased from Cell Signaling Technology (Beverly, MA, US). The primary antibodies against RORγT were from Millipore Biotechnology (Billerica, MA, US).

### Cell isolation

Primary mouse peritoneal macrophages were obtained from B6 mice as described previously (Zhu et al., 2014). The purity of macrophages was more than 90% of CD11b^+^F4/80^+^macrophages as analyzed by flow cytometry (Yang et al., 2016). For real-time PCR and ELISA assays, CD11b^+^F4/80^+^ macrophages were further sorted by a MoFlo XDP High Speed Cell Sorter (Beckman Coulter).

### Microarray hybridization and data analysis

Total RNA was amplified and labeled by Low Input Quick Amp Labeling Kit, One-Color (Cat#5190-2305, Agilent technologies, Santa Clara, CA, US). Differentially expressed genes were defined as genes with at least 2 fold variance of expression levels in M1, M2 and M(IL-23) polarized macrophages compared to M0 macrophages.

### Immunofluorescent staining

Cells were cultured on coverslips for the indicated time and then fixed in 4% paraformaldehyde for 10 min and stored in PBS at 4°C (Hou et al., 2014). Cells were permeabilized and blocked and then were incubated with the indicated mAbs (1:100 dilution) overnight at 4°C. Following PBS washes, the secondary Ab was applied for 1 h and HOECHST33342 (2 μg/mL) for 10 min. Photomicrographs were taken using an LSM510META Laser Scanning Microscope (Zeiss, Germany).

### Western blot

It was performed as described (Sun et al., 2012). Protein bands were visualized by adding HRP membrane substrate (Millipore) and then scanned using the Tanon 1600R Gel Image System (Tanon Co., Ltd., Shanghai, China). GAPDH mAb (Proteintech Group, Inc) was used to normalize for the amount of loaded protein.

### ELISA

IL-17A, IL-17F, IL-22 and IFN-γ ELISA assays were performed following the manufacturer’s instructions (Biolegend).

### Quantitative PCR

Real-time PCR was performed using multiple kits (SYBR Premix Ex TaqTM, DRR041A, Takara Bio) on CFX96 (Bio-Rad) (Li et al., 2017). The primers are listed in Table S1. Housekeeping gene hypoxanthine phosphoribosyl transferase (HPRT) was used as an internal control.

### IMQ-induced psoriasis

The day that psoriasis was first induced by imiquimod (IMQ) was defined as day 0. On days −1 and 1, B6 mice were injected i.v. with 1 × 10^6^ IL-23-induced macrophages which were treated with IL-23 for 72 h *in vitro* as described above. B6 mice were used to induce psoriasis by IMQ as described previously (van der Fits et al., 2009). Mice were evaluated daily. Back redness (erythema), presence of scales (scaling), and hardness of the skin were scored using a semiquantitative scoring system from 0 to 4 based on their external physical appearance: 0 = no skin abnormalities, 1 = slight, 2 = moderate, 3 = marked, and 4 = severe. In addition, mice were weighed, and dorsal skin thickening was assessed by measuring double-skin fold thickness using a digital micrometer (Mitutoyo). At the end of the experiment, back skin samples were fixed in 4% formaldehyde and stained with H&E. Parakeratosis, acanthosis and leukocyte infiltration were assessed to evaluate scores in a blinded way. Scores from 0 to 2 were given, as follows: 0 = no abnormalities; 1 = psoriasis-like dermatitis: epidermal acanthosis, reduction of granulose layer, and hyperkeratosis with modest leukocyte infiltration; 2 = psoriasis-like dermatitis: higher epidermal acanthosis, absence of granulose layer, and higher hyperkeratosis with leukocyte infiltration enriched in neutrophils.

### Intracellular cytokine staining

Macrophages were treated with GolgiPlug (BD Pharmingen) for the last 6 h of incubation (Zhu et al., 2014). Cells were fixed and permeabilized with fixation and permeabilization solution (BD; 553722) and Perm/Wash buffer (BD; 554723). Cells were analyzed for the intracellular production of cytokines by staining with anti-mTNF-ɑ-FITC, anti-mIFN-γ-PE, or anti-mIL-17A-PE, respectively. The cells were then detected by a flow cytometry.

### Statistical analysis

Data are presented as mean ± SD. Student’s unpaired *t* test for comparison of means was used. For multiple group comparison, significant difference was calculated using the non-parametric Mann-Whitney U test. A *P* value less than 0.05 was considered significant.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

# Supplementary material for: IL-23-induced macrophage polarization and its pathological roles in mice with imiquimod-induced psoriasis
**Source:** Protein Cell. 2018 Mar 5;9(12):1027–38. doi: 10.1007/s13238-018-0505-z
**Supplement:** Supplementary file 1 — Supplementary material 1

IL-23-induced macrophage polarization and its pathological roles in mice with imiquimod-induced psoriasis

Yuzhu Hou^{*,¶}, Linnan Zhu^{*,¶}, Hongling Tian^{*,¶}, Hai-Xi Sun^{*}, Jun Lu[,], Ruoyu Wang^{,#}, Lianfeng Zhang^{§,#}, Yong Zhao^{*,#}

•State Key Laboratory of Membrane Biology, Institute of Zoology, Chinese Academy of Sciences; Department of Oncology, the Affiliated Zhongshan Hospital of Dalian University; Hepatology and Cancer Biotherapy Ward, Beijing YouAn Hospital, Capital Medical University; [§] Key Laboratory of Human Diseases Comparative Medicine, Ministry of Health; Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College, China

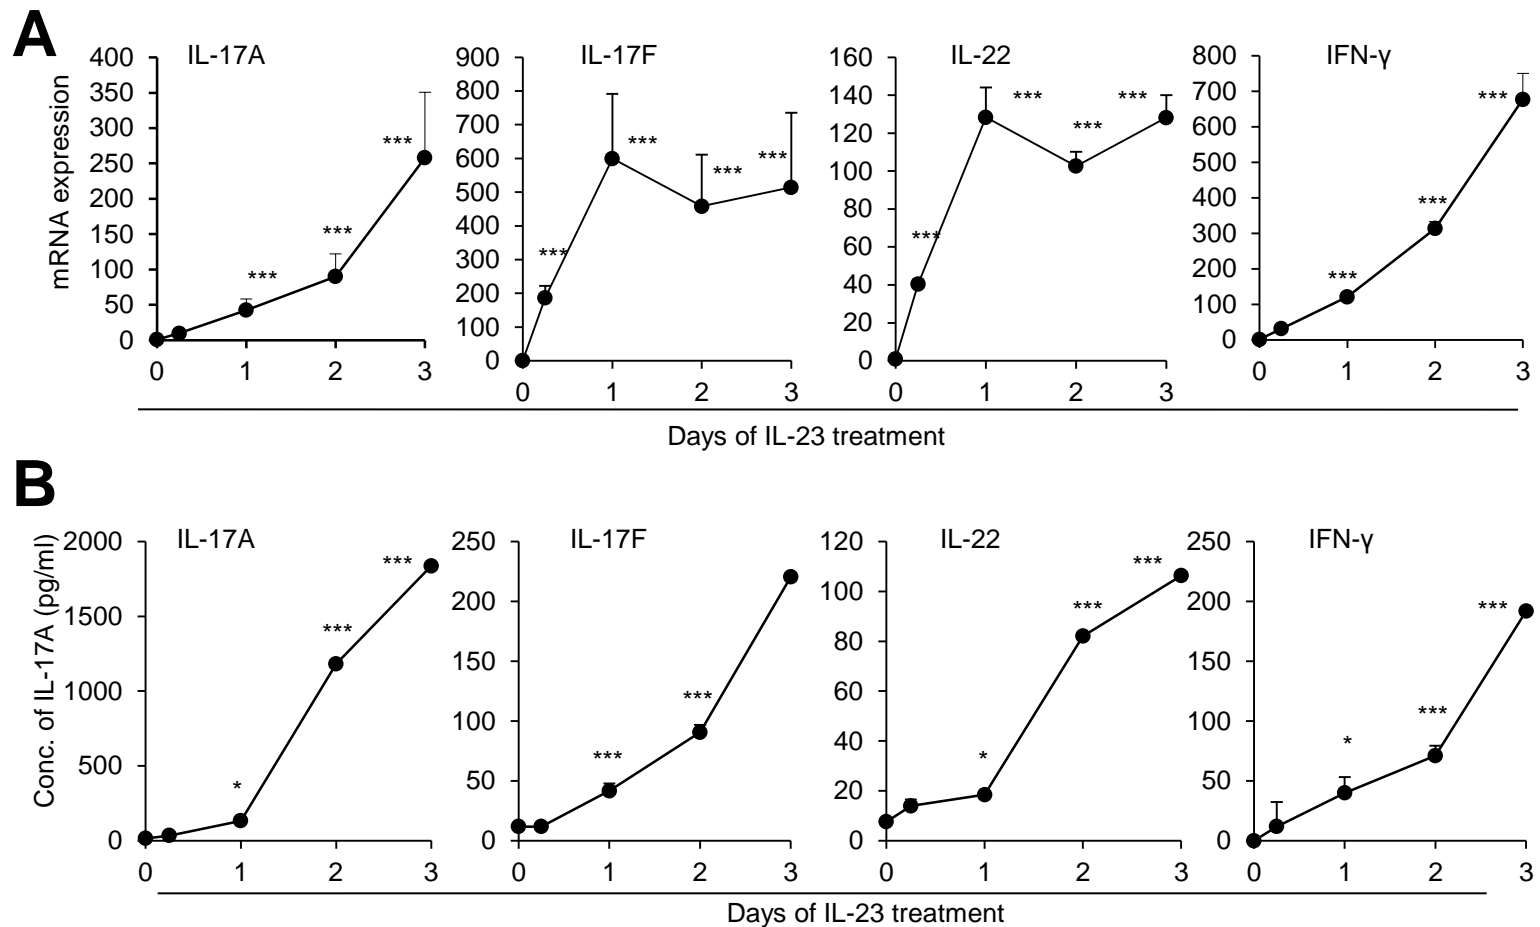

Suppl. Fig. 1. Cytokine expression in IL-23-treated macrophages.

A, mRNA expression of IL-17A, IL-17F, IL-22 and IFN- γ in mouse peritoneal macrophages (PEMs) treated with 100ng/ml IL-23 for indicated time points were detected by real-time PCR. **B**, Concentrations of IL-17A, IL-17F, IL-22 and IFN- γ in culture media of PEMs treated with 100ng/ml IL-23 for indicated time were detected by ELISA. Data shown as mean $\pm$ SD ($n=3$), which represent one of at least three independent experiments with similar results. * $P<0.05$, ** $P<0.01$, *** $P<0.001$ compared with the control.

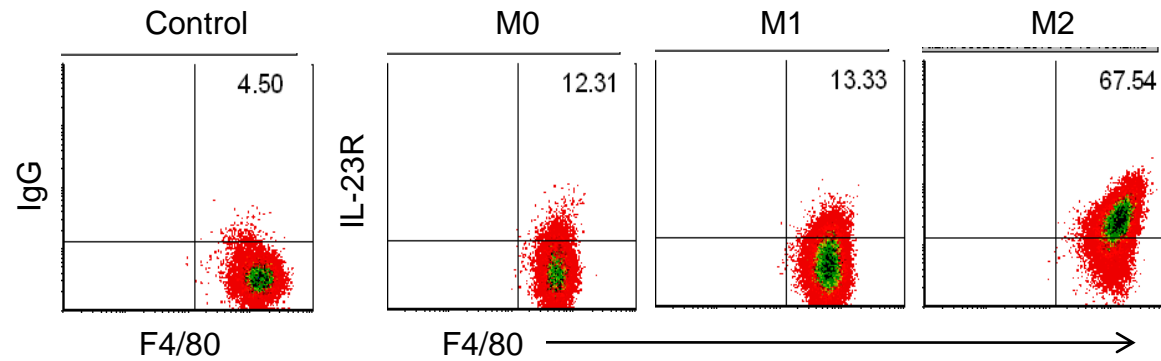

Suppl. Fig. 2. IL-23R expression on macrophages.

The IL-23R expression on M0, M1 and M2 macrophages of B6 mice were detected by multiple-colors flow cytometry. M0: the isolated peritoneal macrophages were untreated for 48 hrs in vitro; M1: the isolated peritoneal macrophages were treated with IFN- γ for 26 hrs and LPS stimulation for the last 6 hrs; M2: IL-4 treatment for 48 hrs in vitro. IgG is for negative control.

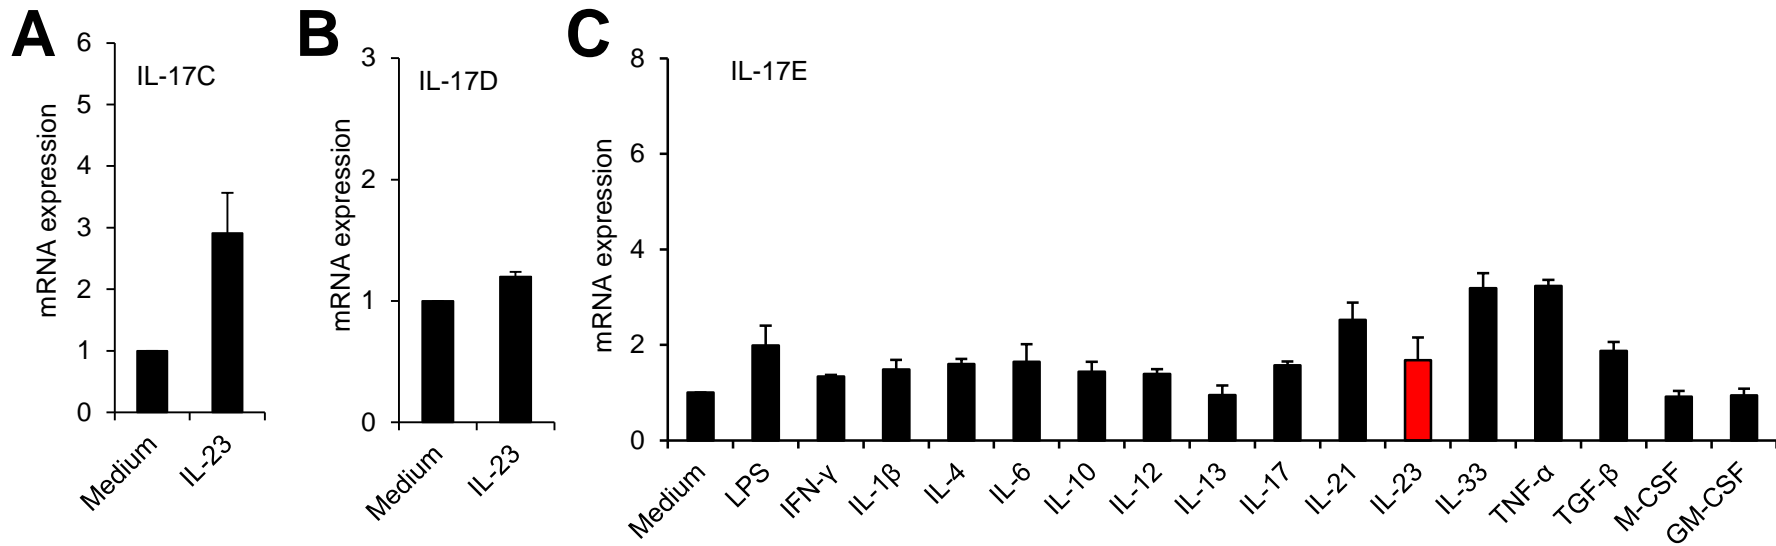

Suppl. Fig. 3. IL-17C, IL-17D and IL-17E expressions in IL-23-treated macrophages.

The mRNA expression of IL-17C (**A**) and IL-17D (**B**) in mouse PEMs treated with 100ng/ml IL-23 for 48 hrs were detected by real-time PCR. **C**, mRNA expression of IL-17E in PEMs treated with indicated cytokines and LPS for 48 hrs were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of at least three independent experiments with similar results.

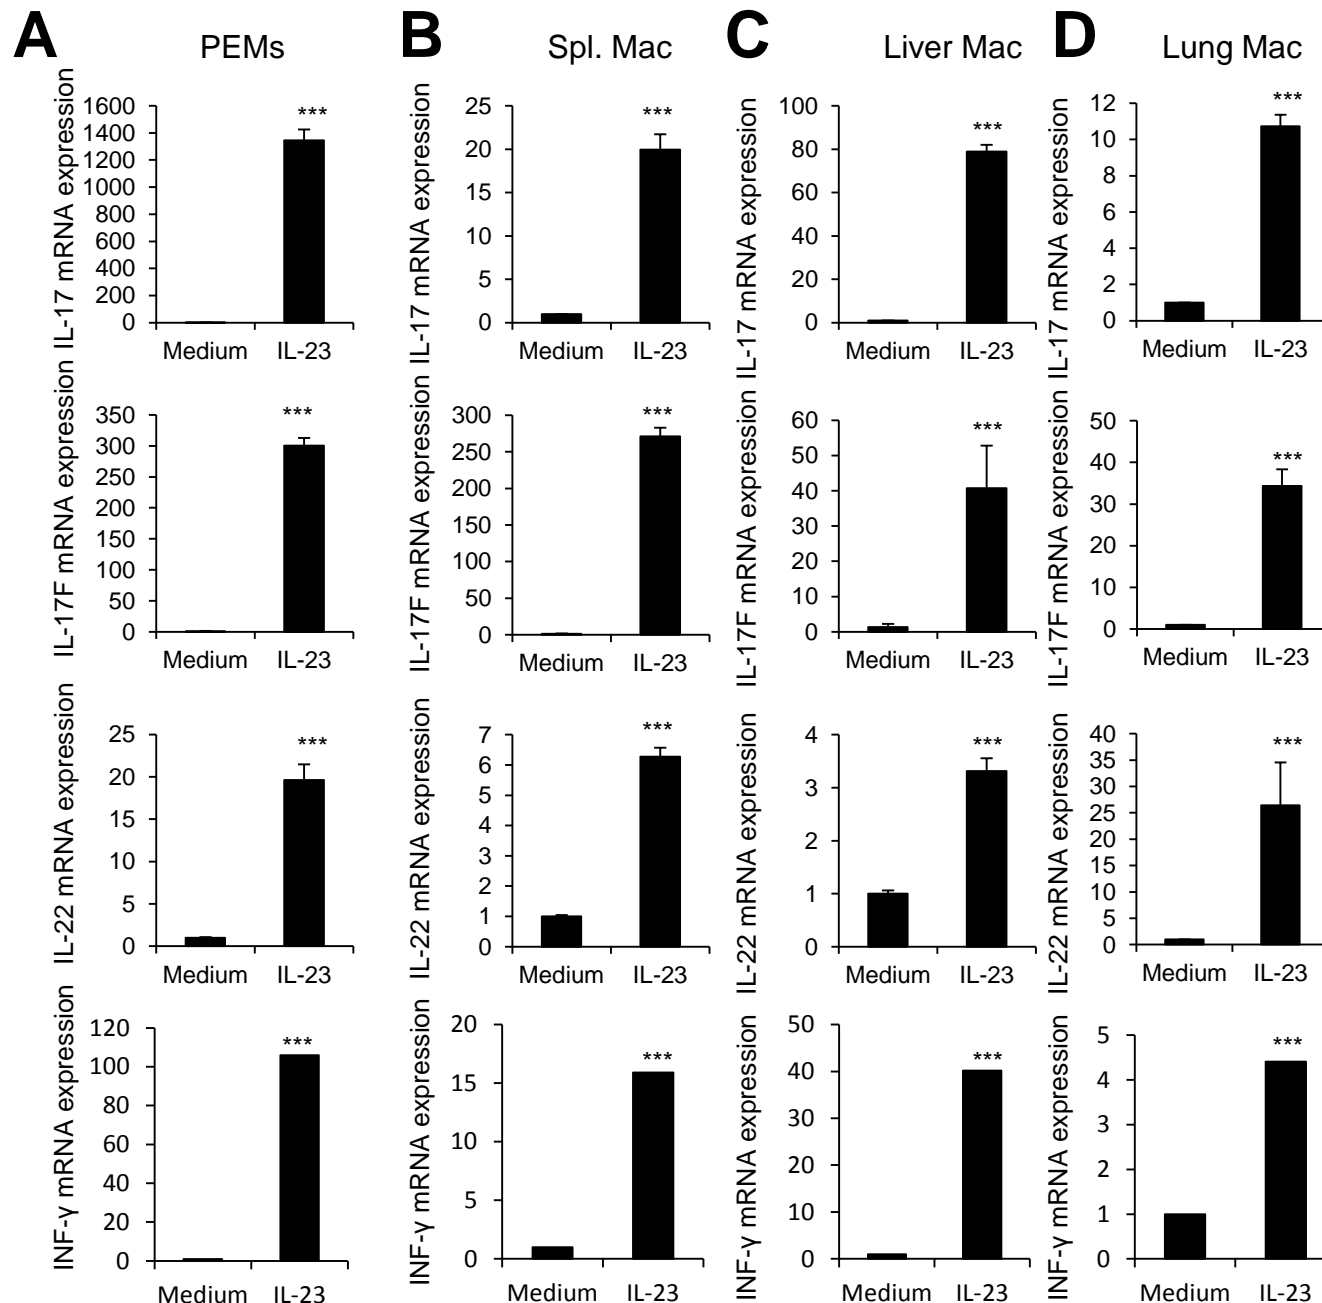

Suppl. Fig. 4. IL-17A, IL-17F, IL-22 and IFN-γ expressions in IL-23-treated tissue residence macrophages.

The mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in PEMs (**A**), the sorted F4/80+ macrophages from mouse spleen (**B**), the sorted F4/80+ macrophages from mouse liver (**C**), the sorted F4/80+ macrophages from mouse lung (**D**) treated with 100ng/ml IL-23 for 48 hrs were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of two independent experiments with similar results. *P<0.05, **P<0.01, ***P<0.001 compared with the control.

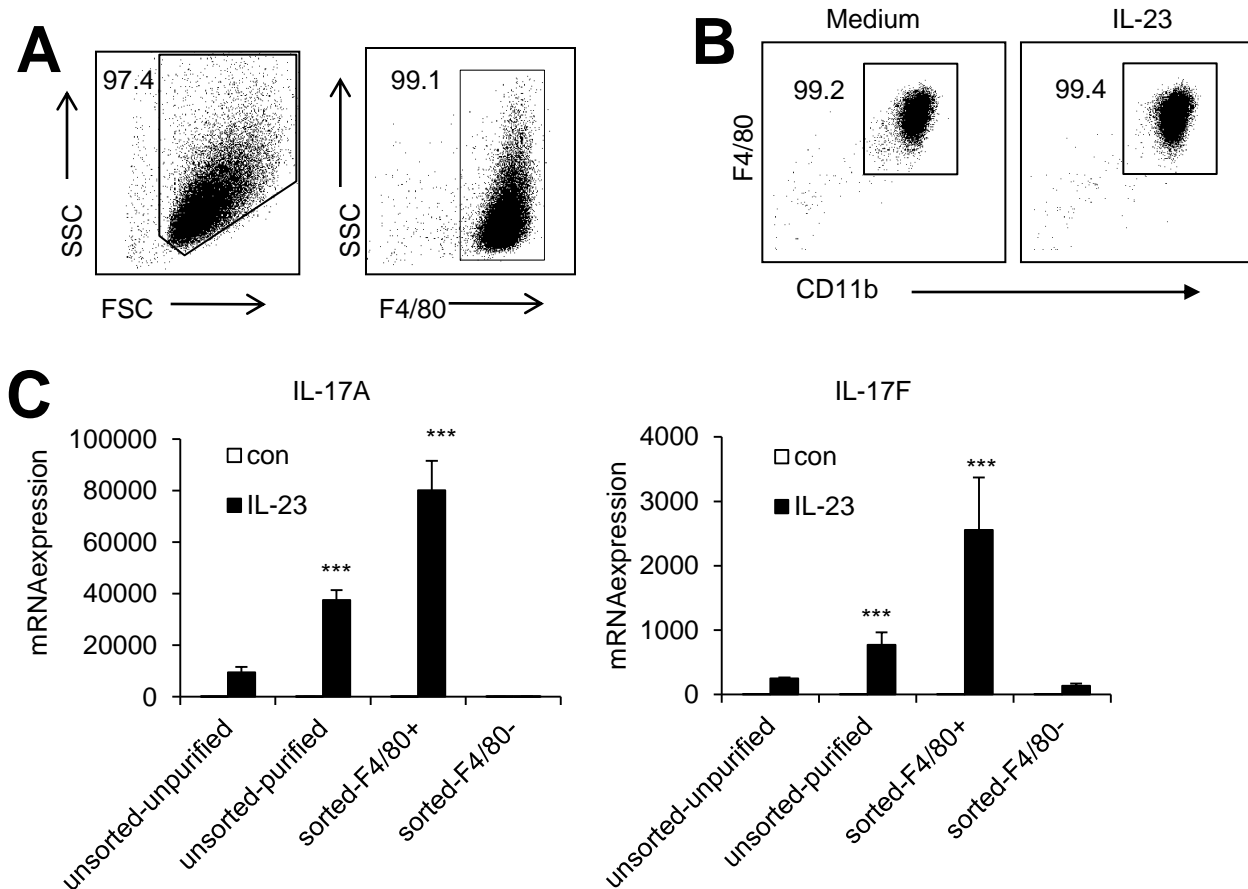

Suppl. Fig. 5. The Th17 cytokines expression in highly purified F4/80+ mouse peritoneal macrophages.

A, The percentage of sorted F4/80+ macrophages from mouse peritoneal cells by using flow cytometry was more than 99%. **B**, The percentage of sorted F4/80+ macrophages after the sorted mouse peritoneal cells were cultured with IL-23 for 48hrs was more than 99% as determined by flow cytometry. **C**, The mRNA expression of IL-17A and IL-17F in the sorted F4/80+ macrophages treated with 100ng/ml IL-23 for 48 hrs were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3). *P<0.05, **P<0.01, ***P<0.001 compared with the control.

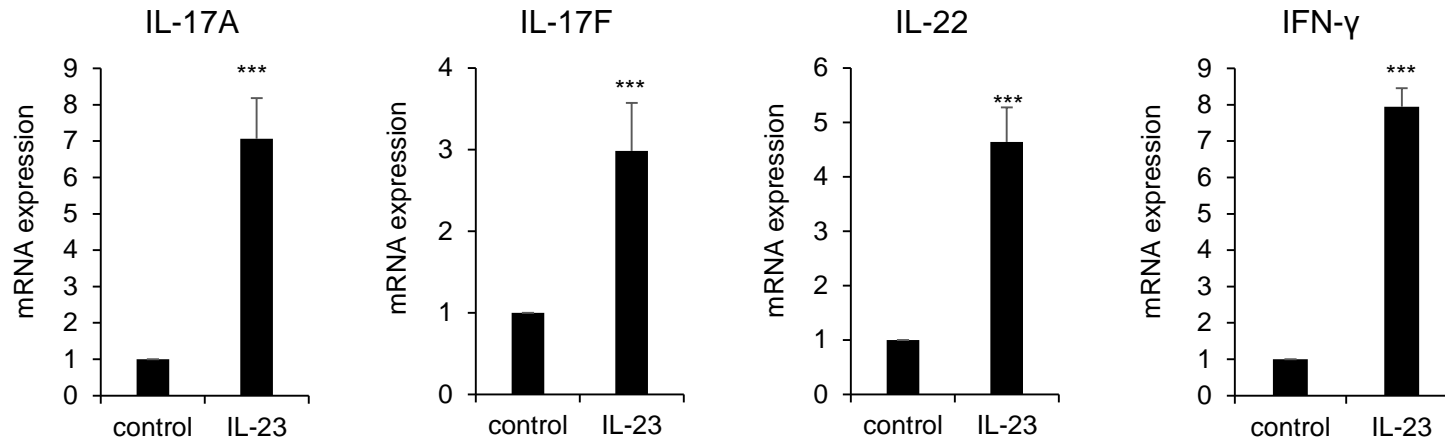

Suppl. Fig. 6. IL-17A, IL-17F, IL-22 and IFN-γ expressions in IL-23-treated bone marrow-derived macrophages.

Macrophages were derived from bone marrow cells in vitro. The mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in bone marrow-derived macrophages treated with 100ng/ml IL-23 for 48 hrs were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of two independent experiments with similar results. ***P<0.001 compared with the control.

A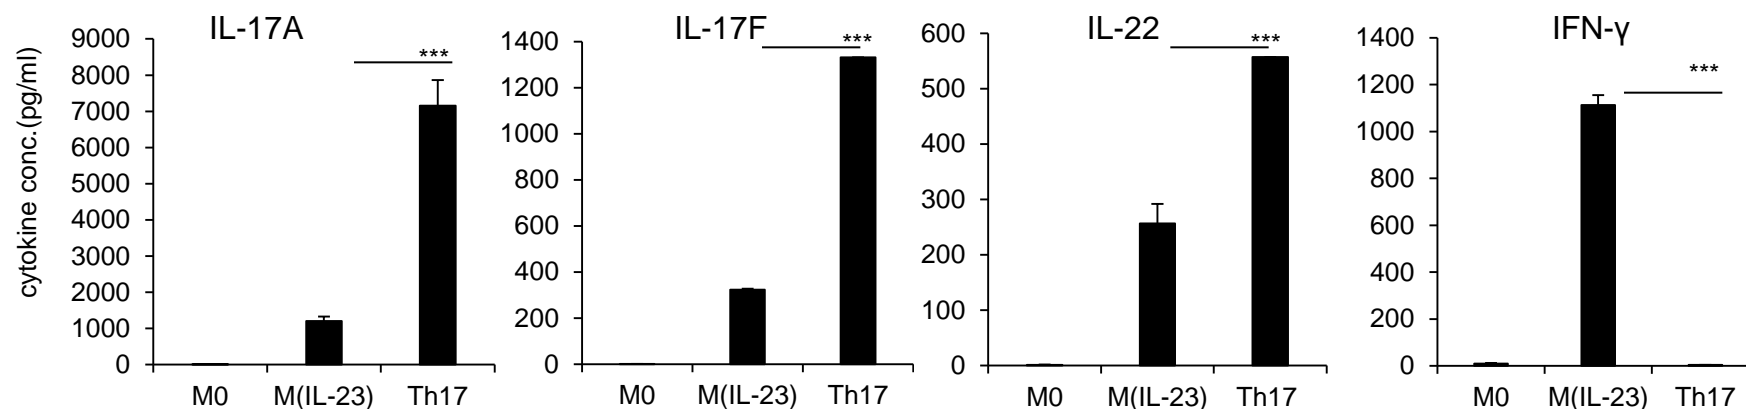**B**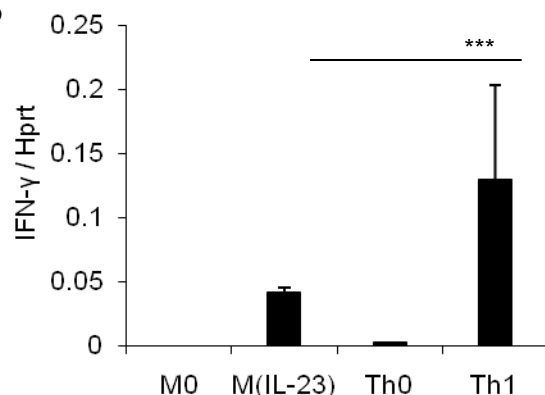

Suppl. Fig. 7. IL-17A, IL-17F, IL-22 and IFN-γ expressions in M(IL-23), Th17 and Th1.

A. Cell culture supernatant were collected from the same number M(IL-23) and Th17 cells respectively, and IL-17A, IL-17F, IL-22 and IFN-γ expression were determined by ELISA. Th17 was used as a positive control for IL-17A, IL-17F, IL-22 expression. **B.** mRNA were extracted from M(IL-23) and Th1 cells, and IFN-γ were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of three independent experiments with similar results. ***P<0.001 compared with the control.

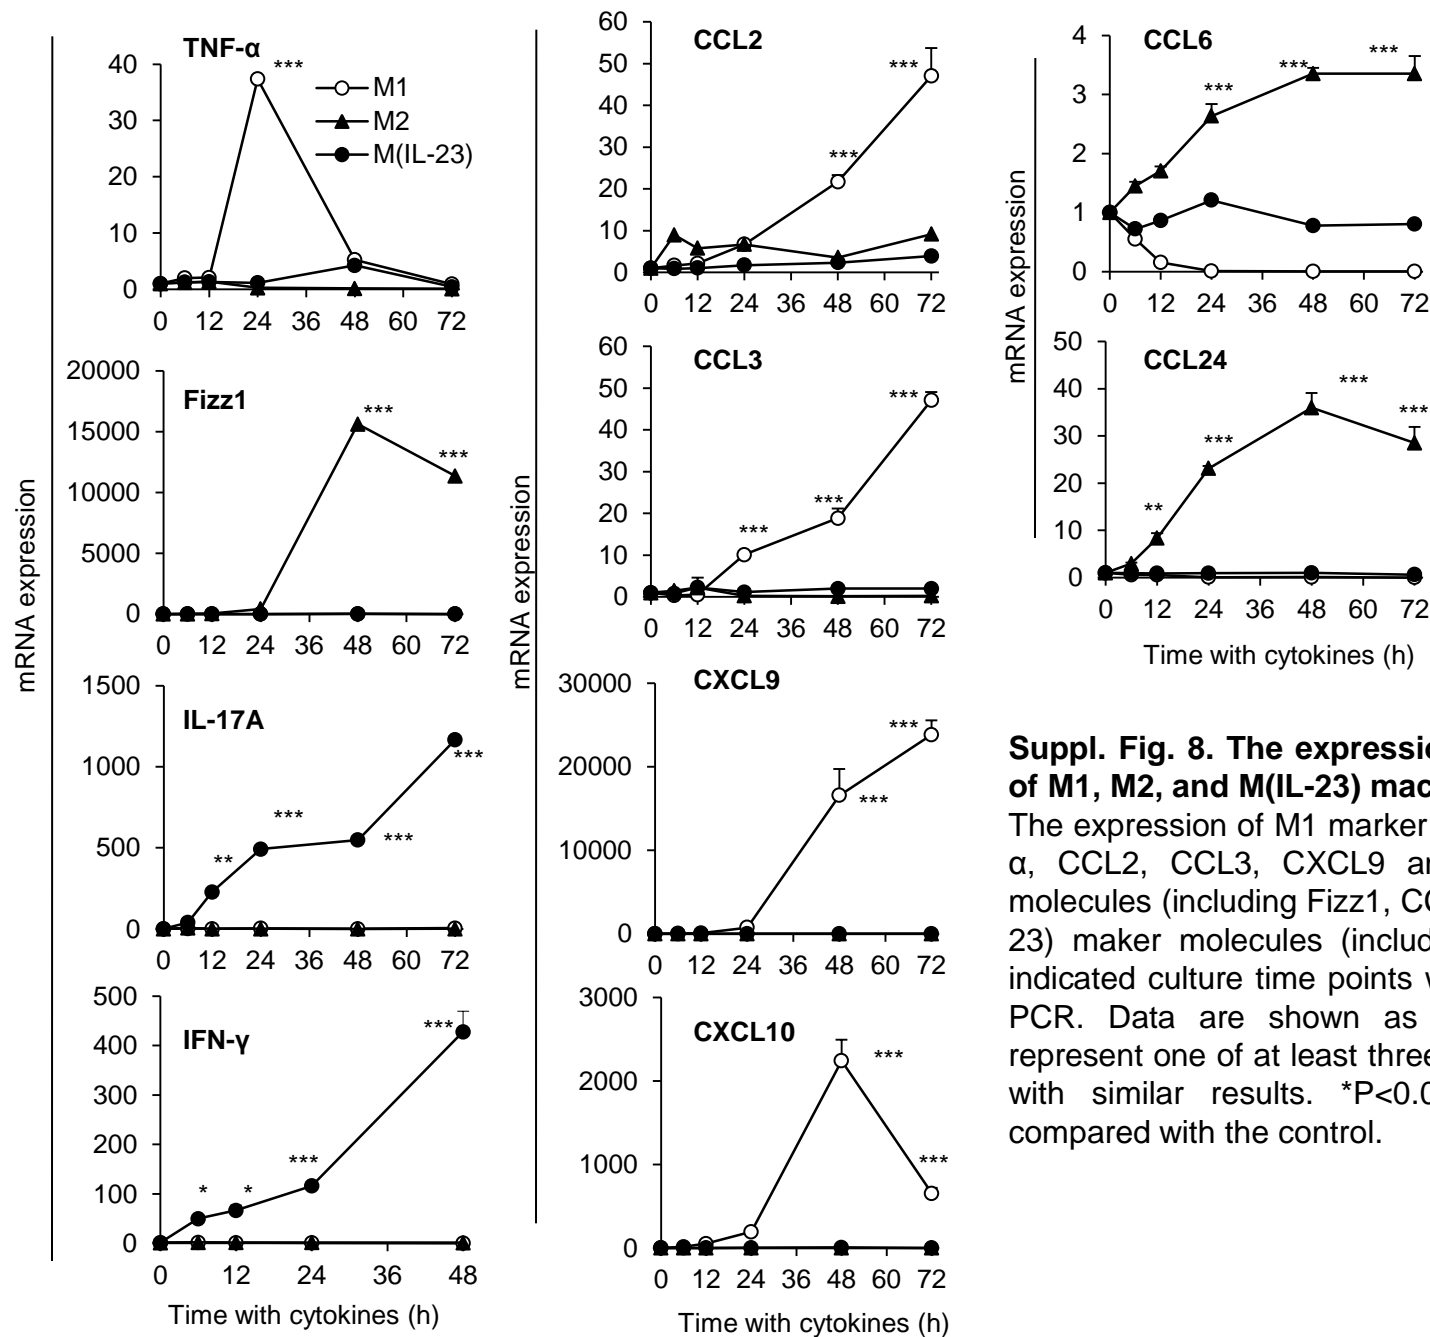

Suppl. Fig. 8. The expressions of marker molecules of M1, M2, and M(IL-23) macrophages.

The expression of M1 marker molecules (including TNF- α , CCL2, CCL3, CXCL9 and CXCL10), M2 marker molecules (including Fizz1, CCL6 and CCL24) and M(IL-23) marker molecules (including IL-17A and IFN- γ) at indicated culture time points were detected by real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of at least three independent experiments with similar results. *P<0.05, **P<0.01, ***P<0.001 compared with the control.

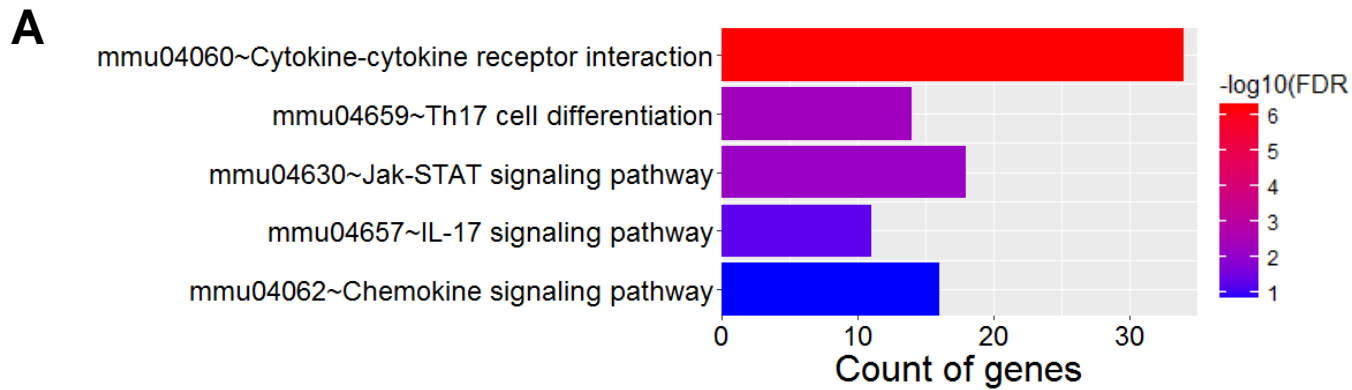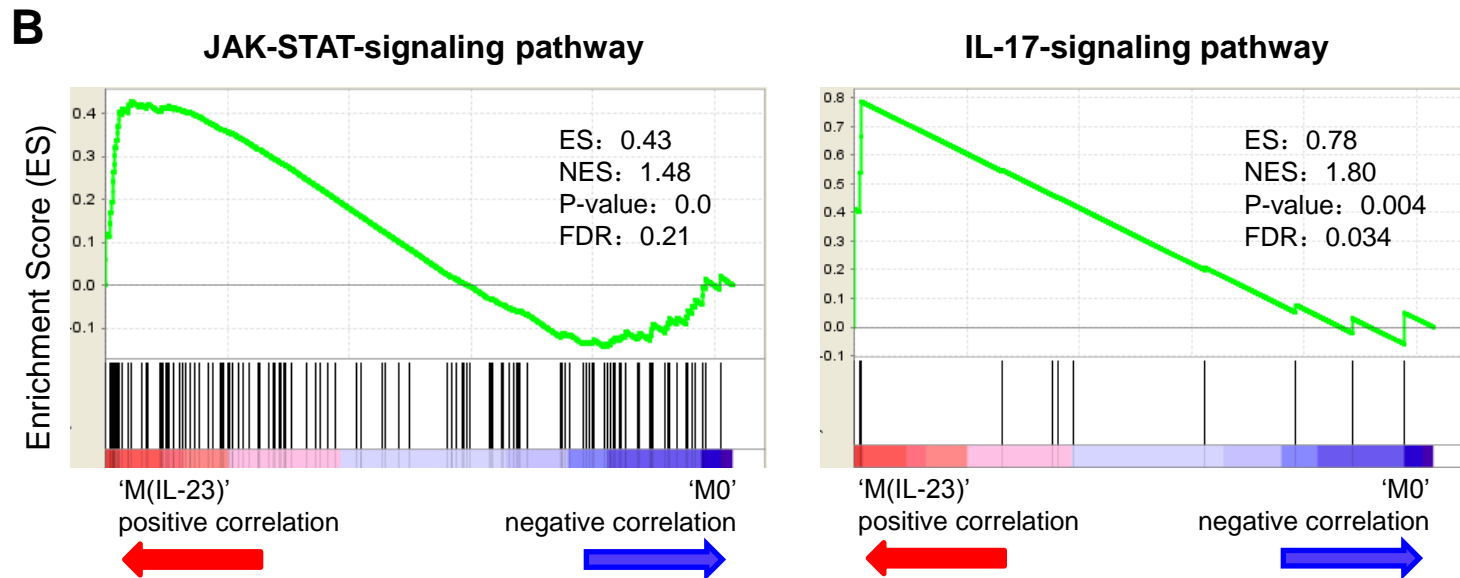

Suppl. Fig. 9. Signaling pathway analysis based on the gene expression data.

A. Signaling pathways involved in the activation of macrophages by IL-23. **B.** Gene set enrichment analysis (GSEA). 

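The running-sum score of such an analysis is high when the genes of a list gather at the top of a ranking. Random lists for it were not matched on expression here, and random scores of either sign were counted. Places among positive random scores alone were not computed. With 13994 genes ranked by the log2 difference of M(IL-23) from M0, the list of IL-17 receptor signalling and its targets scored 0.65, above all of 1000 random lists of its size, with Il17a, Il17f, Ifng and Cxcl10 among its top members. A list of 7 genes compared from an IL-17 gene set of T cells (written from memory, in the style of BioCarta) scored 0.86, with Il17a, Csf3, Il6 and Cd3e at least 2-fold higher and Cd3d lower (fall from log2 8.70 to 7.16). The JAK-STAT list scored 0.52, with Il22, Ifng and Csf3 among its top members, and both scores were above 99.9% of the random lists. With detection required on both arrays, IL-17 receptor signalling scored 0.41 (above 96.2% of the random lists), the T cell gene set 0.74 (above 97.3%) and JAK-STAT 0.44 (above all). With every gene weighted alike IL-17 receptor signalling scored 0.28 (again above all of the random lists), the T cell gene set 0.67 (above 99.9%) and JAK-STAT 0.24 (above all). The paper does not give the members of its own lists. Those used here hold Il17a, or Il22 and Ifng, which the paper reports as raised by IL-23, so high scores were foreseeable.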

Enrichment scores are shown for 132 genes of JAK-STAT3 signaling pathway (right) and 12 genes of IL-17-signaling pathway (left). Genes are ranked according to their expression changes induced by IL-23. ES, enrichment score; NES, normalized enrichment score; FDR, false discovery rate.

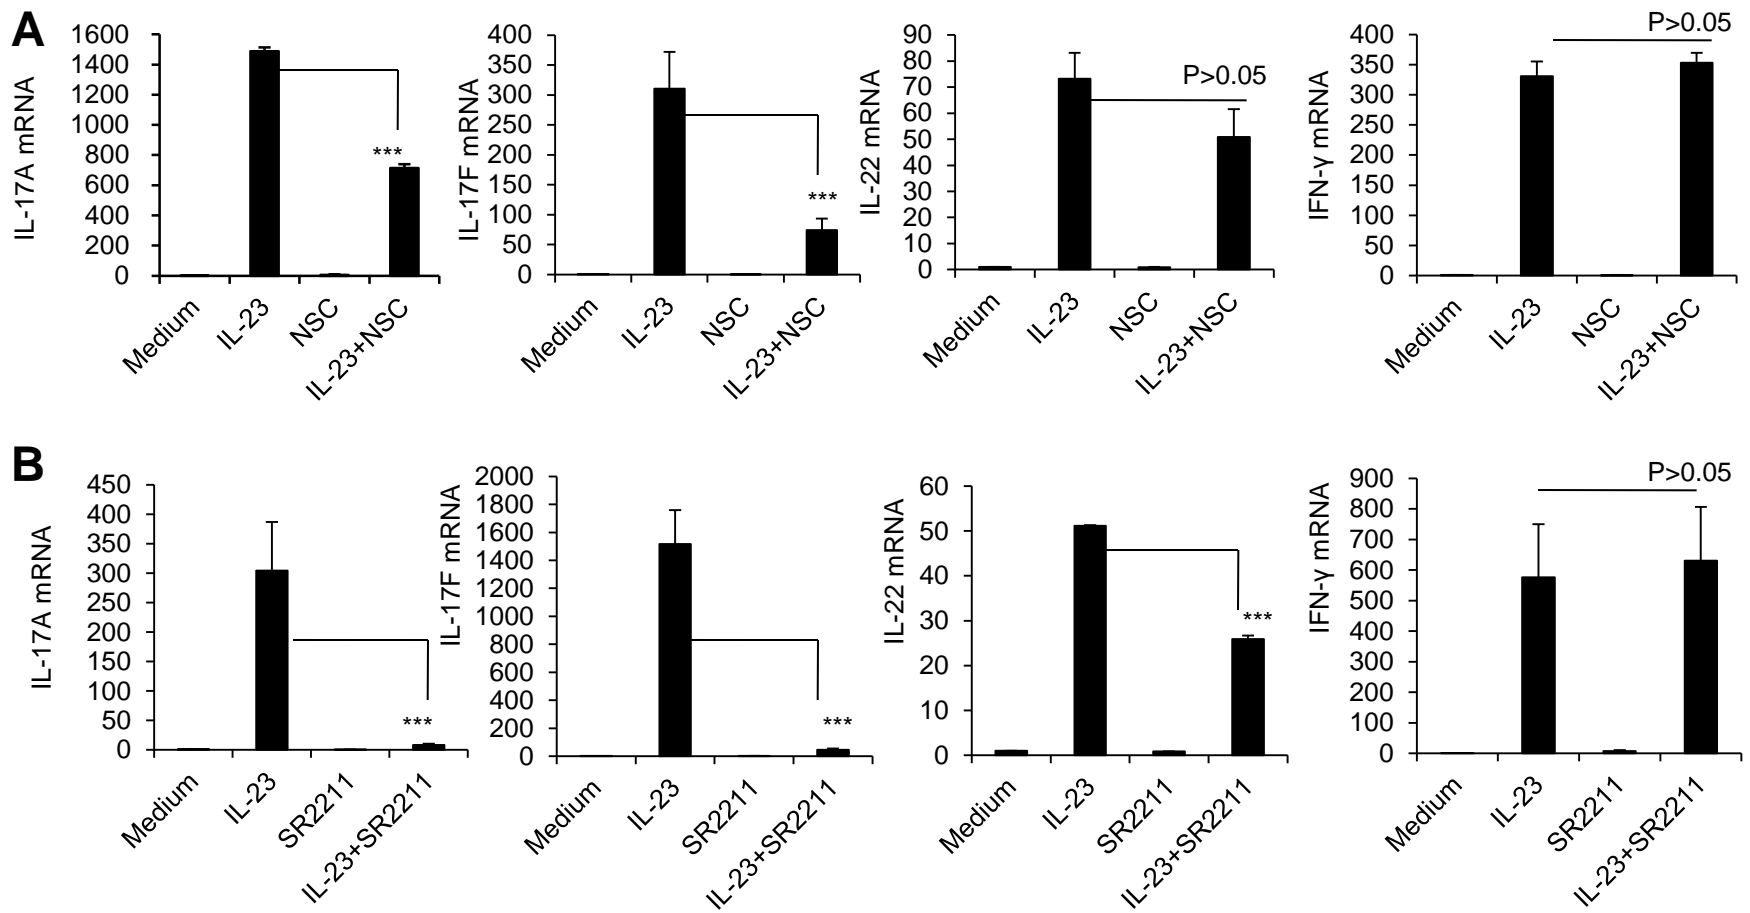

Suppl. Fig. 10. The role of STAT3 and RORγT in M(IL-23) induction by IL-23.

A, mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in macrophages treated with or without IL-23 and/or STAT3 inhibitor NSC74859 for 48 hrs were determined by real-time PCR. **B**, mRNA expression of IL-17A, IL-17F, IL-22 and IFN-γ in macrophages treated with or without IL-23 and/or RORγT inhibitor SR2211 for 48 hrs were determined by real-time PCR. Data are shown as mean ± SD (n=3), which represent one of at least three independent experiments with similar results. *P<0.05, **P<0.01, ***P<0.001 compared with the indicated groups.

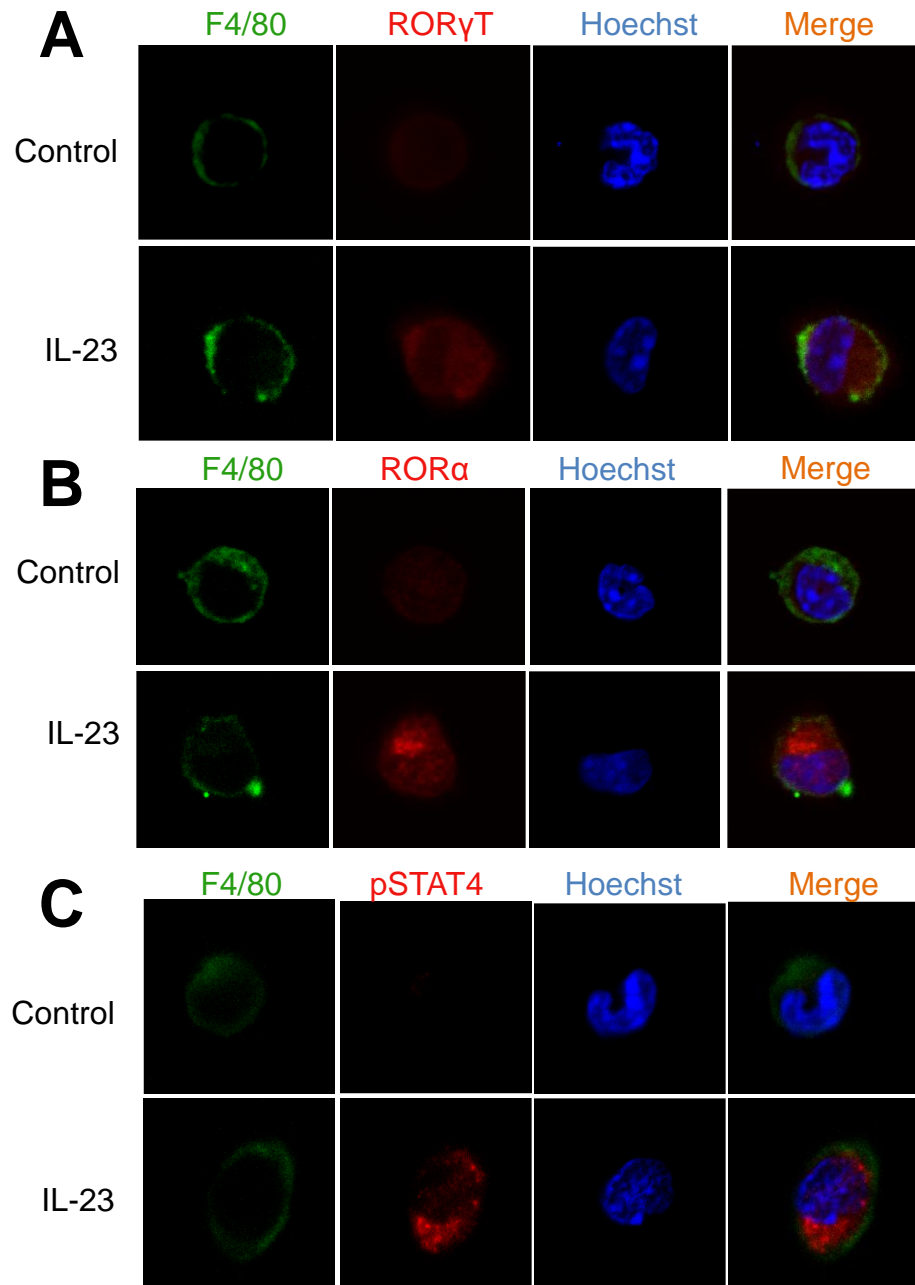

Suppl. Fig. 11. The expression of ROR γ T and ROR α and phosphorylation state of STAT4 in M(IL-23) macrophages.

The expression and location of ROR γ T (**A**) and ROR α (**B**) in F4/80+ macrophages treated with or without 100ng/ml IL23 for 48 hrs were determined using two-photon microscope. **C**, The phosphorylation state of STAT4 in F4/80+ macrophages treated with or without 100ng/ml IL23 for 48 hrs was determined using two-photon microscope.

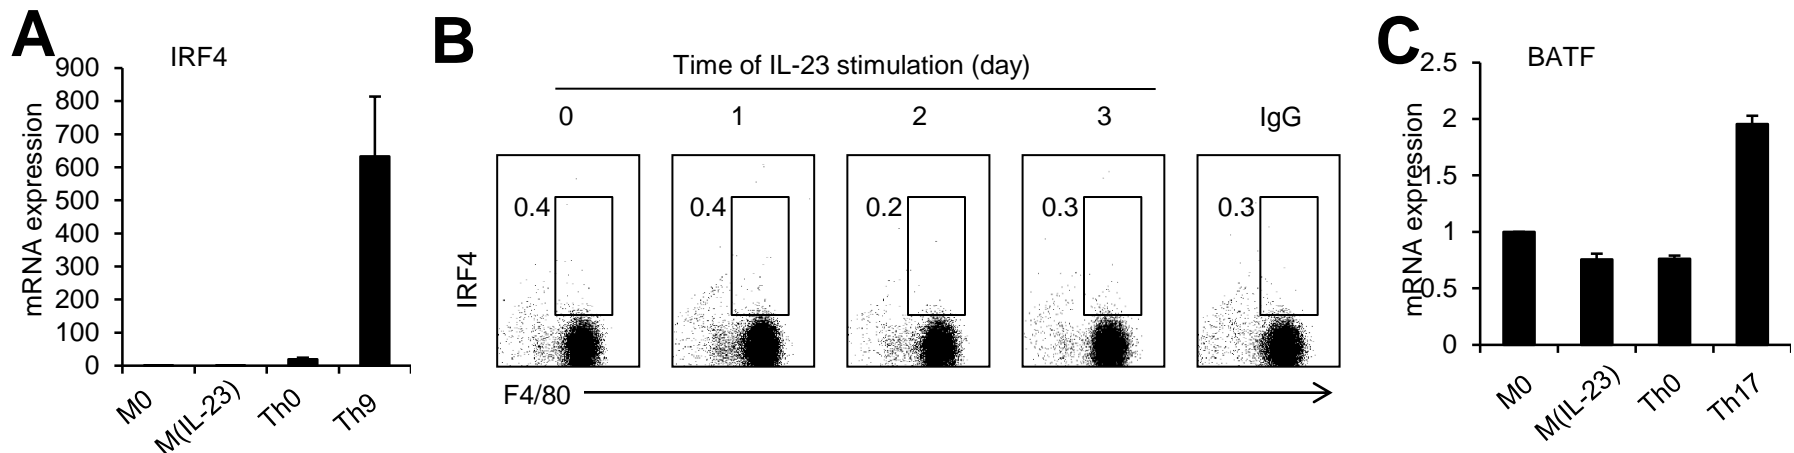

Suppl. Fig. 12. The expressions of IRF4 and BATF in M(IL-23) macrophages.

A, mRNA expression of IRF4 in macrophages treated with or without 100ng/ml IL-23 for 48 hrs determined using real-time PCR. Th9 was used as a positive control for IRF4 expression. **B**, IRF4 expression in F4/80+ macrophages treated with IL-23 for indicated time was determined using flow cytometry. **C**, mRNA expression of BATF in macrophages treated with or without 100ng/ml IL-23 for 48 hrs was determined using real-time PCR. Th17 was used as a positive control for BATF expression. Data are shown as mean $\pm$ SD (n=3), which represent one of at least three independent experiments with similar results.

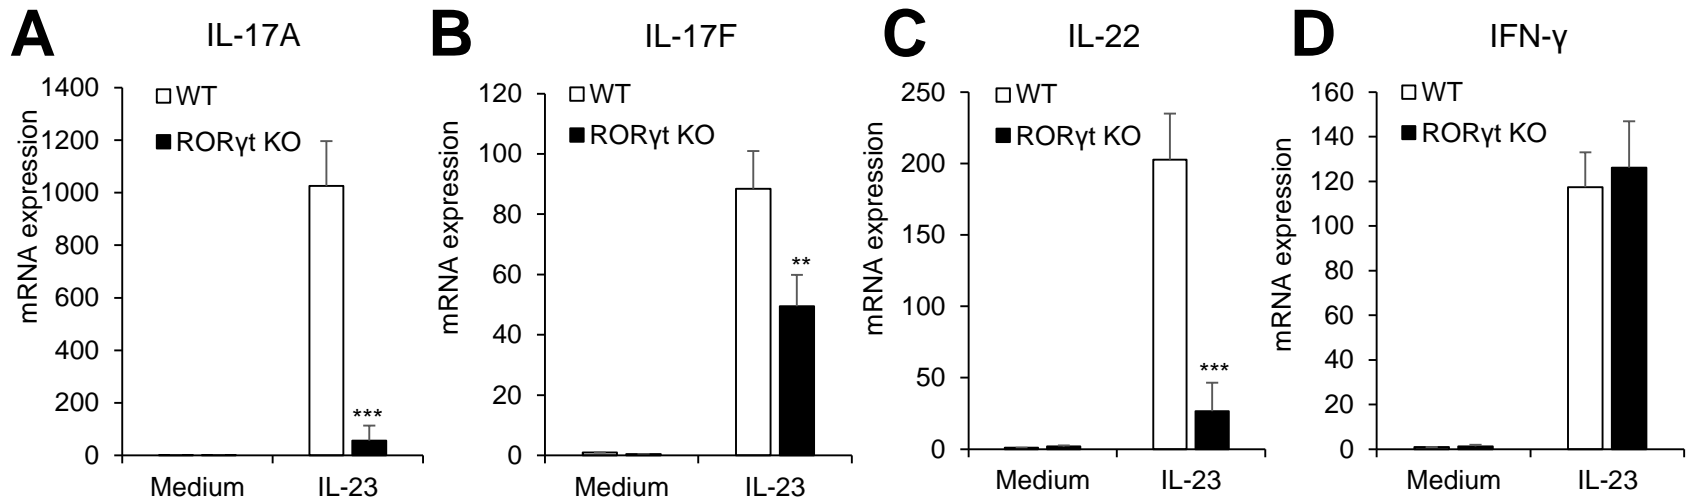

Suppl. Fig. 13. ROR-γt deficiency has significant effect on the expressions of IL-17A, IL-17F, and IL-22 in M(IL-23) macrophages.

The freshly isolated WT and ROR-γt KO CD11b⁺F4/80⁺ PEMs were cultured with control medium and 100ng/ml IL-23 for 48 hrs. The mRNA expression analyzed by using real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of at least three independent experiments with similar results. **P<0.01, ***P<0.001 compared with the WT control group.

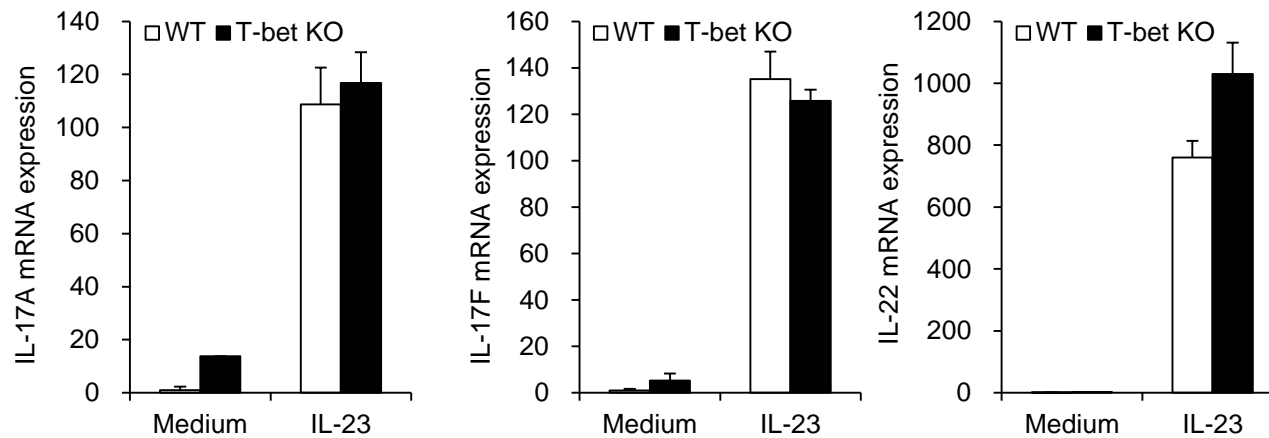

Suppl. Fig. 14. T-bet deficiency has no significant effect on the expressions of IL-17A, IL-17F, IL-22 in M(IL-23) macrophages.

WT and T-bet KO PEMs were cultured with control medium and 100ng/ml IL-23 for 48 hrs. The mRNA expressions analyzed by using real-time PCR. Data are shown as mean $\pm$ SD (n=3), which represent one of at least three independent experiments with similar results.

CD45⁺CD11b⁺F4/80⁺ cells

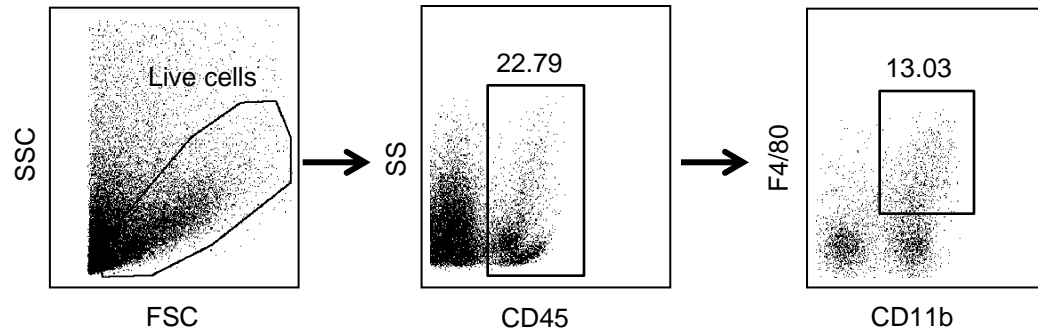

Suppl. Fig. 15. Gating strategy used to identify CD45⁺CD11b⁺F4/80⁺ macrophages present in skin based on the surface markers.

Total cells from skin of B6 mice were processed and analyzed as described in Materials and Methods. Data shown are representative of >3 experiments.

Supplementary table 1. Primers used for real-time PCR analysis

Genes	Primer sequence (5'→3')	
IL-1 β	Forward	TGGGAAACAACAGTGGTCAGG
	Reverse	CCATCAGAGGCAAGGAGGAA
IL-12 β	Forward	CACGGCAGCAGAATAAATA
	Reverse	CTTGAGGGAGAAGTAGGAATG
IL-17A	Forward	CTCAGACTACCTCAACCGTTCC
	Reverse	ATGTGGTGGTCCAGCTTTCC
IL-17B	Forward	ATGGGGCTACAGCATCAACC
	Reverse	CTCACCATGCTACGGTCCTC
IL-17C	Forward	TGGAGATATCGCATCGACACA
	Reverse	CTGTCTCACGGCCTGTCTTG
IL-17D	Forward	GGCGCCCTTATTTACTTCGCA
	Reverse	AGCATCCAGACCAGTGTCCC
IL-17E	Forward	TTGGACAGGGACTTGAATCG
	Reverse	TCTGGTTGTGGTAAAGTGGG
IL-17F	Forward	CATACCCAGGAAGACATACTTAGAAG
	Reverse	AGTCCCAACATCAACAGTAGC
IL-21	Forward	CCAAACTCAAGCCATCAAACC
	Reverse	CTCATACGAATCACAGGAAGGG
IL-22	Forward	CTGAGAAATGCTTGCGTCTG
	Reverse	CGTTAGCTTCTCACTTTCCTTTAG
TNF- α	Forward	GAGTGACAAGCCTGTAGCC
	Reverse	CTCCTGGTATGAGATAGCAAA
IFN- γ	Forward	GAAGTGGCAAAAGGATGGTGA
	Reverse	TGTGGGTTGTTGACCTCAAAC
CXCL2	Forward	GCCCAGACAGAAGTCATAGCC
	Reverse	CTCCTCCTTTCCAGGTCAGTTA
CXCL3	Forward	CCACCAACCACCAGGCTAC
	Reverse	GAGGCAAACCTTCTTGACCATC
CXCL10	Forward	CGTCATTTTCTGCCTCATCC
	Reverse	GCAATGATCTCAACACGTGG
iNOS	Forward	CACCAAGCTGAACTTGAGCG
	Reverse	CGTGGCTTTGGGCTCCTC
Arginase1	Forward	CCAGAAGAATGGAAGAGTCAGTGT
	Reverse	GCAGATATGCAGGGAGTCACC
Fizz	Forward	CTGCCCTGCTGGGATGACT
	Reverse	CATCATATCAAAGCTGGGTTCTCC
Ym1	Forward	CAAGTTGAAGGCTCAGTGGCTC
	Reverse	CAAATCATTGTGTAAAGCTCCTCTC
ROR α	Forward	TCCAAATCCCACCTGGAAAC
	Reverse	GAAGGTCTGCCACGTTATCTG
ROR γ T	Forward	GACCCACACCTCACAAATTGA

BATF	Reverse	AGTAGGCCACATTACACTGCT
	Forward	GCAGTGACTCCAGCTTCAG
IRF4	Reverse	TGTCGGCTTTCTGTGTCTG
	Forward	CTTTGAGGAATTGGTCGAGAGG
T-bet	Reverse	GAGAGCCATAAGGTGCTGTCA
	Forward	AGCAAGGACGGCGAATGTT
HPRT	Reverse	GGGTGGACATATAAGCGGTTC
	Forward	AGTACAGCCCCAAAATGGTTAAG
	Reverse	CTTAGGCTTTGTATTTGGCTTTTC

How the deposited data were processed for this re-analysis (not part of the article)

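RNA of mouse peritoneal macrophages was measured in 4 states, M0, M1, M2 and M(IL-23), on 1 Agilent one-colour array each. The submitters' labels call M(IL-23) cells M17, and the treatment in the label (IL-23) was used to map it. The authors labelled RNA with a Low Input Quick Amp kit and read the images with Agilent Feature Extraction 10.7, as the submitters' processing notes state. The authors deposited log2 values and a detection flag (P, M or A) per probe and array. The sorted values of the 4 columns were nearly identical (median spread 0.000443 on the log2 scale), as after quantile normalization. The highest value was 21.10 in M2 and 19.47 on the other arrays, so the columns were not fully identical, and the normalization step and tool are not given in the sources used here. The deposited value table held the same values, with 0 values apart by more than 1e-06, and there were 0 further columns of per-sample values.

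Of 41267 entries of the deposited table, 93 control probes were left out and 41174 probes were used. Gene symbols were updated through Entrez IDs with the GRCm38.p6 gene table, which was used for names only: 33607 probes were matched and 2282 symbols changed. The probes represent 27388 genes, of which 18363 had 1 probe and 9025 had more. For a gene with several probes, the probe with the highest mean over the 4 arrays was used. Probe coordinates are those of the deposited table, whose genome build is not given in the sources used here.

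A probe counted as detected on an array with flag P. This held for 20583 probes in M0, 19001 in M1, 18729 in M2 and 19071 in M(IL-23) (50.0%, 46.1%, 45.5% and 46.3%), and 61 probes had a marginal flag on any array. The lowest detected signals were log2 5.80, 6.20, 6.20 and 6.13. A fold against an undetected value is written as a lower bound, the brighter value minus the larger of the lowest detected signal of the dimmer array and the dimmer probe's own value. No fold is given where both values were below detection or a marginal flag was involved, which among the genes with the largest differences left Ammecr1, Srek1ip1, Ptbp2 and Txnrd2 without one.

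Differences are log2 values of M1, M2 or M(IL-23) minus M0, over genes detected on at least 1 of the 2 arrays. A gene passed at 2-fold, the threshold the paper states. Genes set apart on an array were at least 2-fold higher, or lower, than on each of the other 3. Arrays were also compared by Pearson r, Spearman rho and the root mean square log2 difference across genes. With 1 array per group, no test, standard error or p-value was computed. To describe chance overlap between lists that share M0, 20 sets of unchanged arrays were simulated, with noise set at each expression level by the spread of the differences between M(IL-23) and M0, which holds any real changes too. These gave on average 243 higher and 235 lower calls for M(IL-23). Gene lists for cytokines, pathways and cell types were fixed from textbook knowledge before the data were examined, as were the comparisons, the thresholds and the rule for named genes. The Th17-type list, both IL-17 lists and the JAK-STAT list hold cytokine genes that the paper reports as raised by IL-23. Each list was described by its members past 2-fold and by the percentile of its median among 10000 random lists of its size, matched on mean expression in 20 bins. A running-sum enrichment score was also given for 3 lists, against 1000 random lists. These were not matched on expression, and their scores of either sign were counted. The IL-17 gene set of T cells was written from memory.

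Genes were named from a set fixed by rule: the 10 with the largest differences in each direction and comparison and the 10 set furthest apart in M(IL-23), leaving out clone, predicted and accession names, every gene the paper names, and up to 4 members of each list. The text names only some of this set, and which ones was chosen after the values had been seen. Il1r1, Il15, Cd3e and Mki67 fall outside this rule for M(IL-23) and were named after their values had been seen. The lists whose medians are given were chosen after the medians had been seen, and the counts over all lists are given with the alternatives.

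The calculation was checked on simulated data: of 100 genes raised 4-fold and 100 lowered 4-fold in 13639 genes, 100 and 100 were found, with 0 unchanged genes called, under small, even noise and with the altered genes well above detection, so this checks the calculation and not the rate of false calls on real arrays, and 93 of 100 random lists lay inside the middle 95% of random lists. The alternatives tried were other scalings (75th percentile, repeated quantile normalization, median of detected probes, and loess with a span of 0.3), other detection filters, a floor on low values, other ways to treat several probes, thresholds of 1.5-fold and 4-fold, and another matching of random lists. Alternatives for symbols and marginal flags were added after the data had been seen. Without replicates, a value other than a count was taken as moved when it changed by more than a set tolerance, or for lists by more than the SD of the random lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.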

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

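The tests of loess centring, of the T cell marker list and of exchanges of arrays were chosen after the results they measure had been seen, and so were the rule that picked the gene lists below and the set of lists the paper was taken to discuss. Each of these lists lies outside the genes that the paper discusses, and its median log2 difference between M(IL-23) and M0 stood above the middle 95% of random lists matched on expression.

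The median was 0.13 for 27 interferon-stimulated genes (5 at least 2-fold higher, 1 lower), and -0.13 with arrays centred on the median of detected probes, which moves all genes by -0.26 alike. The 8 compared markers of small peritoneal macrophages and monocytes had a median of 0.33 (0.29 with undetected values at their bounds), with none past 2-fold. For 7 compared markers of innate lymphoid cells it was 0.43, with Thy1 higher and Tcf7 lower. The 13 mast cell markers had a median of 0.44, with Mcpt4 higher by 1.78. Cholesterol synthesis genes had a median of 0.26, with 0 of 19 past 2-fold. With each array centred on its median of detected probes the medians were 0.074 for small peritoneal macrophages and monocytes, 0.18 for innate lymphoid cells, 0.18 for mast cells and 0.0049 for cholesterol synthesis, the same shift for each, so that their places among the random lists were not altered.

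In M(IL-23) alone, 293 genes were at least 2-fold higher than M0 and 135 lower. After loess centring 99.0% of the higher genes were still at least 2-fold higher, and 74.1% of the lower genes (100 of 135) were still at least 2-fold lower. The columns were nearly identical in distribution before this centring. It took all calls in M(IL-23) from 458 to 494 higher and from 600 to 509 lower. It thus had little room to remove higher genes, and an intensity-dependent bias between arrays stays open for both directions. Dim or single-spot signal cannot be told apart from a change: the other, dimmer probes of the higher genes moved the same way in 61.3% of cases (95 of 155, 95% interval 53.1 to 69.0; 53 of 71 for genes detected on both arrays, 42 of 84 for genes detected on 1), and those of the lower genes in 56.7% (38 of 67; 20 of 25 and 18 of 42). Only 31 of the 155 and 20 of the 67 other probes were detected on an array compared (26 and 18 of them moved the same way), so most compare background with background and leave this open. A biological difference through IL-23, or through 72 h in culture, stays open and was not tested, as there was 1 array per state.

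Lower than M0 in all 3 treated states were 221 genes, against 37 higher, and 193 of the 221 were not detected on every array compared. The other probes of these genes were lower in all 3 in 30.1% of cases (25 of 83), but only 12 of the 83 were detected (8 of them lower in all 3), so dim or single-spot signal on the M0 array cannot be told apart from a change. After loess centring the genes lower in all 3 were 2.94 times as many as those higher, between the limits set for the test, so an intensity-dependent bias between arrays cannot be told apart from a change. A difference of M0 cells from all treated cells stays open and was not tested.

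Il17a, Il17f, Il22 and Ifng were detected in M(IL-23) at levels far above M0. The tables argue against an exchange of the M(IL-23) array with M1 or M2, since Nos2 peaked in M1 and Arg1 in M2 by at least 3.91 on the log2 scale (for Arg1 with a value above the range of the other arrays), while an exchange with M0 cannot be told apart from the arrays alone: STAT3 target genes, which do not hold these cytokines, stood at percentile 89.1 of the random lists. In other samples the paper reports nearly no IL-17A or IL-17F in resting macrophages and a rise after IL-23 (Fig. 1A), the order that the labels give. RNA from lymphocytes cannot be told apart from expression in macrophages on these arrays: the T cell list stood at percentile 66.7 (25.7 with lists matched on the level in M0), with 8 of its 24 genes detected in M0, and a few cells that make much IL-17 need not move it. Its brightest member in M0 was Cd3d (log2 8.70, and 7.16 in M(IL-23)), and Icos and Themis were detected in M(IL-23) and not in M0. Of 11 T cell markers compared, 3 were higher and 2 lower. The innate lymphoid list stood at percentile 99.6, with 1 of 7 genes higher and 1 lower. Cd163l1, the 1 compared gamma-delta T cell marker, rose from log2 7.44 to 8.74. Evidence against lymphocyte RNA was set to require that no such marker be detected in M(IL-23), which did not hold. The paper describes most cells as CD11b+F4/80+ and states a further sort for PCR and ELISA. By PCR it reports Il17a and Il17f expression after IL-23 in sorted F4/80+ cells (Fig. S5) and in macrophages derived from bone marrow (Fig. S6). It reports the same for sorted F4/80+ macrophages of spleen, liver and lung. By flow cytometry of F4/80+ cells, and by microscopy, the paper reports IL-17A and IFN-γ protein after IL-23. It calls the percentage of IL-17A+ macrophages low. None of these samples was on these arrays, so the arrays alone leave expression in macrophages after IL-23 open.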

How the results depend on the processing

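The alternatives that keep gene symbols as deposited, count marginal flags as detected or leave marginal probes out were chosen after seeing the data. No paired analysis was possible because each state had 1 array and nothing pairs the arrays, and for the same reason no array could be left out and no other split of the arrays was made. The planned repeat with the value table gave no further values, as it equals the values used. Signal over background limits the results: genes near the lowest detected signal (log2 5.80 in M0, 6.13 in M(IL-23)) give lower bounds or no fold. Of 2652 values of named genes under the alternatives, 2446 kept their direction and size, 201 moved and 5 changed sign. Of 513 counts, similarities and scores 362 stayed within the tolerance and 151 moved, and of 135 medians of the lists reported 102 stayed, 30 moved and 3 changed sign. Over all lists, 689 of 898 medians stayed, 197 moved and 12 changed sign. Centring on the 75th percentile, repeated quantile normalization and the alternatives for symbols and marginal flags moved no count, similarity or median reported. Matching random lists on the level in M0 changes percentiles, not medians. A count was taken as moved beyond 1.5 times, and the other tolerances are choices made here, as there are no replicates. Changed thresholds and detection filters alter the counts by construction, and for the other alternatives the cause was not tested.

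With each array centred on its median of detected probes, genes higher than M0: M1 and M2 only 70, M1 and M(IL-23) only 53, M2 and M(IL-23) only 24, all 3 states 23, and genes lower than M0: in M2 1789, M2 only 787, M1 and M2 only 413, M1 and M(IL-23) only 102, and genes set apart lower in M0 40, and list medians (M(IL-23) unless named): Th17-type 0.69, interferon-stimulated -0.13, MHC class II 0.56, IL-17 signalling -0.031, IL-17 gene set of T cells 0.91, small peritoneal macrophages 0.074, innate lymphoid 0.18, mast cells 0.18, proliferation -1.10, cholesterol synthesis 0.0049, glycolysis in M1 -0.22, glycolysis in M2 -1.21, glycolysis -1.08, JAK-STAT -0.073, and cytokine and chemokine genes: lower in M(IL-23) 7. Loess centring gave genes set apart higher in M0 144, genes set apart lower in M0 367, genes set apart lower in M2 243, and genes lower than M0: M1 and M2 only 142, all 3 states 144, and list medians (M(IL-23) unless named): proliferation -0.69, glycolysis in M1 0.26. Without a detection filter, genes higher than M0: in M2 1663, in M(IL-23) 1052, M2 only 1187, M(IL-23) only 641, M1 and M2 only 225, M1 and M(IL-23) only 160, M2 and M(IL-23) only 142, all 3 states 109, and genes set apart higher in M2 847, genes set apart higher in M(IL-23) 437, genes set apart lower in M0 109, Pearson r of M0 and M1 0.960, Pearson r of M0 and M2 0.971, Spearman rho of M0 and M2 0.926, Spearman rho of M0 and M(IL-23) 0.946, Pearson r of M1 and M2 0.943, Pearson r of M1 and M(IL-23) 0.958, Spearman rho of M2 and M(IL-23) 0.929, and genes lower than M0: in M(IL-23) 992, M(IL-23) only 277, M1 and M2 only 332, M1 and M(IL-23) only 101, M2 and M(IL-23) only 301, and root mean square log2 difference: M0 and M1 0.93, M1 and M2 1.12, M1 and M(IL-23) 0.96, and list medians (M(IL-23) unless named): Th17-type 0.41, interferon-stimulated 0.046, MHC class II 0.47, IL-17 gene set of T cells 0.51, small peritoneal macrophages 0.17, innate lymphoid 0.20, JAK-STAT 0.12. With detection on all arrays compared, genes higher than M0: in M2 504, in M(IL-23) 200, M2 only 373, M(IL-23) only 102, M1 and M(IL-23) only 48, M2 and M(IL-23) only 29, all 3 states 21, and genes set apart higher in M0 28, genes set apart higher in M1 611, genes set apart higher in M2 164, genes set apart higher in M(IL-23) 22, genes set apart lower in M0 21, genes set apart lower in M1 683, genes set apart lower in M2 191, genes set apart lower in M(IL-23) 14, and genes lower than M0: in M1 1219, in M2 512, in M(IL-23) 182, M2 only 313, M(IL-23) only 72, M1 and M2 only 106, M1 and M(IL-23) only 17, M2 and M(IL-23) only 65, all 3 states 28, and list medians (M(IL-23) unless named): Th17-type 0.20, IL-17 signalling 0.17, proliferation -0.28, and cytokine and chemokine genes: lower in M1 6, lower in M2 11, higher in M(IL-23) 11, lower in M(IL-23) 1. With values raised to the detection floor, genes set apart higher in M0 105, genes set apart higher in M(IL-23) 136, genes set apart lower in M0 28, genes set apart lower in M2 223, genes set apart lower in M(IL-23) 17, and genes lower than M0: in M2 714, in M(IL-23) 309, M(IL-23) only 71, M1 and M2 only 141, M1 and M(IL-23) only 22, M2 and M(IL-23) only 111, all 3 states 105, and list medians (M(IL-23) unless named): proliferation -0.24, and cytokine and chemokine genes: lower in M(IL-23) 1, and log2 differences that changed sign: Aurkb in M1 0.055, Cdk1 in M1 0.15, Clec10a in M1 0.054, Fscn1 in M2 0.19, Ociad2 in M(IL-23) 0.20. Counting probes, genes higher than M0 in M1 2465, genes set apart higher in M1 1698, and genes higher than M0: M1 only 2169, and genes lower than M0: M(IL-23) only 206, M1 and M(IL-23) only 78. Counting a gene when any probe passed, genes lower than M0: M1 and M(IL-23) only 83. At a threshold of 1.5-fold, genes higher than M0 in M1 2650, genes set apart higher in M0 405, genes set apart higher in M1 1791, genes set apart higher in M2 902, genes set apart higher in M(IL-23) 382, genes set apart lower in M0 192, genes set apart lower in M1 2210, genes set apart lower in M2 865, genes set apart lower in M(IL-23) 207, and genes higher than M0: in M2 1624, in M(IL-23) 995, M1 only 2052, M2 only 1132, M(IL-23) only 517, M1 and M2 only 254, M1 and M(IL-23) only 240, M2 and M(IL-23) only 134, all 3 states 104, and genes lower than M0: in M1 3647, in M2 2200, in M(IL-23) 1151, M1 only 2505, M2 only 897, M(IL-23) only 237, M1 and M2 only 563, M1 and M(IL-23) only 174, M2 and M(IL-23) only 335, all 3 states 405. At a threshold of 4-fold, genes higher than M0 in M1 639, genes set apart higher in M0 74, genes set apart higher in M1 436, genes set apart higher in M2 184, genes set apart higher in M(IL-23) 83, genes set apart lower in M0 9, genes set apart lower in M1 253, genes set apart lower in M2 63, genes set apart lower in M(IL-23) 6, and genes higher than M0: in M2 325, in M(IL-23) 165, M1 only 573, M2 only 273, M(IL-23) only 122, M1 and M2 only 33, M1 and M(IL-23) only 24, M2 and M(IL-23) only 10, all 3 states 9, and genes lower than M0: in M1 564, in M2 373, in M(IL-23) 198, M1 only 420, M2 only 183, M(IL-23) only 40, M1 and M2 only 51, M1 and M(IL-23) only 19, M2 and M(IL-23) only 65, all 3 states 74. Over genes detected on all 4 arrays, root mean square log2 difference: M0 and M1 0.95, M0 and M2 0.62, M0 and M(IL-23) 0.37, M1 and M2 1.08, M1 and M(IL-23) 0.92, M2 and M(IL-23) 0.59. With the mean over the probes of a gene, list medians (M(IL-23) unless named): MHC class II 0.47, IL-17 signalling 0.14, IL-17 gene set of T cells 0.59, proliferation -0.54, glycolysis -0.90, JAK-STAT 0.11. With weight 0 in the running sum, score: IL-17 signalling 0.28.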

Differences from the paper's values

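At the threshold the paper states, no count differed from the paper's by more than 1.5 times. For genes higher than M0 in M(IL-23) alone, the paper gives 301 and 293 were counted here, and for lower genes the counts match at 135. The other regions of the Venn diagram in Fig. 3B were also within 1.5 times of the printed numbers. Under the alternatives set before the data were examined, the count of higher genes stayed within 1.5 times of the paper's with other scalings, with the mean over probes, with any probe, with probes counted and with the detection floor, and left it without a detection filter, with detection on all arrays, and at 1.5-fold and 4-fold. No setting gave the paper's count of higher genes, and the nearest was 297 with loess centring. For lower genes, the repeated quantile normalization, the 75th percentile and, added after the data had been seen, the alternatives for symbols and marginal flags also gave 135. Of the alternatives set before, the median of detected probes (181), loess centring (164), the mean over probes (120) and any probe (176) stayed within 1.5 times of the paper's count, and the detection floor (71), probes counted (206), no detection filter (277), detection on all arrays (72) and thresholds of 1.5-fold (237) and 4-fold (40) did not.

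The paper describes these genes as specific to M(IL-23) compared with M1 and M2 cells. Set directly against both other arrays, 202 of the 293 higher genes (68.9%) and 58 of the 135 lower genes (43.0%) were also at least 2-fold apart from M1 and from M2.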

Other observations

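The test of the interferon gene groups used gene families chosen after a contrast between other members had been seen. In all, 9 of 21 genes of glycolysis and the hypoxia response were at least 2-fold lower in M(IL-23) than in M0 and none was higher, with a median of -0.82. Among them were Egln3, which encodes an oxygen-sensing enzyme (4.46-fold), Bnip3 (3.50-fold), the lactate transporter gene Slc16a3 (3.27-fold) and Ankrd37 (2.99-fold). In M2, 7 were lower and none was higher (median -0.91), and in M1 3 were higher and 2 lower (median 0.05, and -0.22 with arrays centred on the median of detected probes). The states differ in time in culture as well as treatment. Of 20 proliferation genes, 8 were lower and Mki67 was higher (2.62-fold) in M(IL-23), with a median of -0.85, which was -0.24 with undetected values at their bounds (Top2a was at least 1.46-fold lower, with its other probes undetected).

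Of 9 antigen presentation genes of MHC class II, 3 were at least 2-fold higher in M(IL-23) and none was lower: H2-Aa (2.95-fold), H2-Eb1 (2.70-fold) and Cd74 (2.63-fold). H2-Ab1 stood at 1.93-fold, and the median was 0.82, that of H2-Oa, whose second probe was at -0.75. Without a detection filter, or with the mean over probes, the median was 0.47. In M1, H2-Aa was 26.1-fold and H2-Ab1 15.1-fold higher than in M0, and in M2 H2-Ab1 was 2.44-fold lower. The paper measured I-Ab and CD206 (encoded by Mrc1) protein by flow cytometry (Fig. 3D), for which there are no arrays. It reports low levels of both on M(IL-23) macrophages, with I-Ab high on M1 and CD206 high on M2 macrophages. In M(IL-23), RNA of H2-Aa, H2-Ab1 and Mrc1 stood above M0. It stood below M1 for H2-Aa and H2-Ab1 and below M2 for Mrc1, and RNA does not measure surface protein. Of 16 M1 markers, 5 were higher in M(IL-23) and none lower (Cxcl10, Il6, Il12a, Cd86, Il1a), and of 13 M2 markers 3 were higher and none lower (Mrc1 at 3.05-fold, Cd163 at 2.18-fold and Socs2). Nos2 and Arg1 differed by -0.48 and -0.47 on the log2 scale in M(IL-23), Tnf by 0.82, Il1b by 0.75, Chil3 (YM1) by -0.19 and Retnla (FIZZ1) by 0.78, and Il12b was below detection on all arrays; the paper's PCR of these markers used other samples. Tbx21, which encodes T-bet, was below detection on all 4 arrays. Rora differed by -0.11 (other probes -0.04 and -0.30) and Batf by 0.49, and Irf4 was detected in M1 alone.

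Among 27 interferon-stimulated genes, a group of Gbp2, Gbp3, Gbp5, Iigp1, Irgm1, Socs1 and Irf1 had a median of 1.65 in M(IL-23) (7 genes, 5 at least 2-fold higher) and the IFIT, OAS and MX type members a median of -0.50 (8 genes, 0 higher); these groups were formed after their values had been seen. A hypothesis is that genes of the kind that respond to IFN-γ rise in M(IL-23) while IFIT, OAS and MX type genes do not. In further genes of both kinds, not looked at before, the medians were 0.88 (9 genes, 3 at least 2-fold higher: Tgtp1 by 1.95, Gbp9 by 1.81 and Gbp7 by 1.26) and 0.00 (8 genes, 0 higher). The smallest difference between these medians over the settings was 0.83, under the difference of 1 set for the hypothesis and above the 0.5 set against it, so the hypothesis cannot be told apart from a smaller contrast.

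Other lists gave the following numbers of genes at least 2-fold higher and lower in M(IL-23). STAT3 targets and feedback genes had 1 (Fgl2) and 2 (Birc5 and Il10) of 19, large peritoneal macrophage markers 1 (Cxcl13) and 1 (Rarb) of 18, and pan-macrophage markers 0 and 0 of 13. T cell markers had 3 and 2 of 11 (median -0.01), with Icos (at least 3.86-fold), Themis (at least 2.27-fold) and Cd3e (2.24-fold) higher, and Cd3d (2.90-fold) and Tcf7 (at least 2.03-fold) lower; a second probe of Icos was also detected in M(IL-23) alone, and those of Cd3e, Tcf7 and Themis were undetected on all arrays. The 1 compared marker of gamma-delta T cells, Cd163l1, was higher, as was 1 of 2 of NK cells, Gzmb. B cell markers had 0 and 1 (Pou2af1) of 10, neutrophil markers 0 and 2 (Stfa2 and Stfa3) of 8, dendritic cell markers 2 (Zbtb46 and Clec9a) and 0 of 5, mesothelial cell and fibroblast markers 0 and 4 (Pdgfra, Wt1, Col1a2 and Sparc) of 7, erythroid and platelet markers 1 (Ppbp) and 0 of 2, and housekeeping genes 0 and 1 of 12 (Pgk1). The other probes of Zbtb46, Rarb, Pdgfra and Col1a2 were undetected on all arrays, and those of Sparc and Fgl2 were at -0.80 and 2.12. No eosinophil marker was detected in M0 or M(IL-23).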
